# Dormant and after-Ripened *Arabidopsis thaliana* Seeds are Distinguished by Early Transcriptional Differences in the Imbibed State

**DOI:** 10.3389/fpls.2016.01323

**Published:** 2016-08-30

**Authors:** Bas J. W. Dekkers, Simon P. Pearce, R. P. M. van Bolderen-Veldkamp, Michael J. Holdsworth, Leónie Bentsink

**Keywords:** after-ripening, *Arabidopsis*, dormancy, embryo, endosperm, seed, transcriptome

## Abstract

Seed dormancy is a genetically controlled block preventing the germination of imbibed seeds in favorable conditions. It requires a period of dry storage (after-ripening) or certain environmental conditions to be overcome. Dormancy is an important seed trait, which is under selective pressure, to control the seasonal timing of seed germination. Dormant and non-dormant (after-ripened) seeds are characterized by large sets of differentially expressed genes. However, little information is available concerning the temporal and spatial transcriptional changes during early stages of rehydration in dormant and non-dormant seeds. We employed genome-wide transcriptome analysis on seeds of the model plant *Arabidopsis thaliana* to investigate transcriptional changes in dry seeds upon rehydration. We analyzed gene expression of dormant and after-ripened seeds of the Cvi accession over four time points and two seed compartments (the embryo and surrounding single cell layer endosperm), during the first 24 h after sowing. This work provides a global view of gene expression changes in dormant and non-dormant seeds with temporal and spatial detail, and these may be visualized via a web accessible tool (http://www.wageningenseedlab.nl/resources). A large proportion of transcripts change similarly in both dormant and non-dormant seeds upon rehydration, however, the first differences in transcript abundances become visible shortly after the initiation of imbibition, indicating that changes induced by after-ripening are detected and responded to rapidly upon rehydration. We identified several gene expression profiles which contribute to differential gene expression between dormant and non-dormant samples. Genes with enhanced expression in the endosperm of dormant seeds were overrepresented for stress-related Gene Ontology categories, suggesting a protective role for the endosperm against biotic and abiotic stress to support persistence of the dormant seed in its environment.

## Introduction

Seeds are complex, stress-resistant plant structures with two major functions: reproduction and dispersal. For survival of a species, it is critical that its offspring germinates at the right time of year, and seed dormancy is the trait that helps to achieve this. Seed dormancy is defined as a temporary inability of a viable seed to complete germination under normally favorable conditions (Bewley, 1997). The most prevalent form of seed dormancy is physiological dormancy (Finch-Savage and Leubner-Metzger, 2006), an endogenous block that is present in the embryo (embryo dormancy) and/or in the surrounding layers (endosperm/testa, coat enhanced dormancy). In *Arabidopsis*, seed dormancy is classified as ‘non-deep physiological dormancy’ [in common with seeds of most weeds, vegetables, and many garden flowers (Baskin and Baskin, 2014)] and is usually broken by relatively short periods of cold stratification or dry seed storage at room temperature (a process known as after-ripening; Finch-Savage and Leubner-Metzger, 2006; Bewley et al., 2013; Baskin and Baskin, 2014).

Dormancy is regulated by an intricate web of plant hormone interactions in which the balance between two hormones, abscisic acid (ABA, required for dormancy induction) and gibberellins (GA, required for germination), is of particular importance (Koornneef and van der Veen, 1980; Koornneef et al., 1982; Ogawa et al., 2003; Kucera et al., 2005; Nambara and Marion-Poll, 2005; Finch-Savage and Leubner-Metzger, 2006; Finkelstein et al., 2008). The depth of dormancy in fully matured seeds is determined both by environmental conditions, particularly temperature, experienced by the mother plant (Fenner, 1991; Kendall and Penfield, 2012; Chen et al., 2014; He et al., 2014) as well as genetic factors (Bentsink et al., 2007; Bentsink and Koornneef, 2008). Genetic variation for seed dormancy has been explored by genome wide association studies, as well as quantitative trait loci (QTL) mapping (Alonso-Blanco et al., 2003; Bentsink et al., 2010; Yano et al., 2013).

Imbibition of the mature seed marks the end of the dry quiescent state. The seed swells, metabolic activity resumes and provided the seed is after-ripened (AR) it will proceed to germination, which in *Arabidopsis* consists of two visible events (Holdsworth et al., 2008a; Weitbrecht et al., 2011). First, the testa splits (testa rupture) due to underlying expansion of the endosperm and embryo, followed by the radicle (embryonic root) protruding through the endosperm (endosperm rupture), completing germination; in dormant (D) seeds neither testa nor endosperm rupture occur. In *Arabidopsis* seed dormancy is coat-enhanced, with both the testa and endosperm playing a critical role in dormancy maintenance (Debeaujon et al., 2000; Muller et al., 2006; Nonogaki, 2006; Bethke et al., 2007; Lee et al., 2010; Chen et al., 2014) as seen by the fact that their removal results in growth of the embryo and normal seedling establishment. Gene expression analysis of the endosperm has revealed the transcriptional dynamics and functions of this tissue (Penfield et al., 2006; Endo et al., 2012; Dekkers et al., 2013; Yan et al., 2014; Scheler et al., 2015) and, for example, revealed a role for ethylene in endosperm weakening (Linkies et al., 2009; Martinez-Andujar et al., 2012b). Seed dormancy is very dynamic and is influenced by a combination of genetic factors, environmental conditions experienced by the mother plant, as well as environmental signals perceived in the imbibed state (Auge et al., 2015; Huang et al., 2015). Furthermore, AR seeds can induce secondary dormancy (dormancy cycling) when circumstances do not permit germination (Cadman et al., 2006; Finch-Savage et al., 2007; Footitt et al., 2011), an important mechanism of persistence of seeds in the soil seed bank (Baskin and Baskin, 2014; Long et al., 2015).

Gene expression analyses on dormant and non-dormant whole seeds have been performed previously (Cadman et al., 2006; Finch-Savage et al., 2007; Carrera et al., 2008; Holdsworth et al., 2008b; Barrero et al., 2009; Bassel et al., 2011; Rajjou et al., 2012; Foley et al., 2013), such studies proved instrumental to our understanding of dormancy, dormancy release and germination. In this work we used genome-wide gene expression analysis to study the early responses upon rehydration of both D and AR seeds, with the aim to obtain a global overview of the transcriptome dynamics in spatial and temporal detail and to provide a data set that can be queried and mined by the seed community which is facilitated by the web tool we made available. For this study we followed a similar strategy as in previous studies on germinating seeds (Dekkers et al., 2013; Scheler et al., 2015) by investigating the dynamics of transcript abundance changes at four time points and in two seed compartments. Subsequently, we have used our data set to address three questions: (1) How fast do gene expression patterns differentiate between D and AR seeds after rehydration? (2) Which gene expression profiles underlie the differential gene expression between D and AR seeds? (3) Are there genes which are specifically expressed between the two dormancy states and the two seed compartments?

## Materials and Methods

### Plant Material, Growth Conditions, and RNA Extraction

*Arabidopsis* (accession of the Cape Verde Islands, Cvi, N8580) plants were grown in climate cell consisting of 16 h light/8 dark at a temperature of 22°C. After harvest seeds were stored in paper bags under ambient temperature and humidity. Dormancy release was followed by germination assays throughout the after-ripening period, and after 16 months dormancy was released. The imbibed seeds were dissected and the micropylar and chalazal endosperm (MCE) and the radicle and hypocotyl (RAD) were collected for RNA isolation. RNA of the RAD samples was isolated with the Absolutely RNA Nanoprep kit (Agilent Technologies) as we used earlier for our Col-0 seed samples (Dekkers et al., 2013). This method did not work well for Cvi MCE and dry seed samples, so RNA of the MCE and dry seed samples was isolated by an alternative method based on the hot borate isolation protocol (Wan and Wilkins, 1994), and additionally cleaned up with NucleoSpin RNA Clean-Up XS (Macherey-Nagel).

Germination assays were performed to assess dormancy release using the Germinator set-up (Joosen et al., 2010). Samples of approximately 50–100 seeds were sown on two layers of blue germination papers with 50 mL of demineralized water in plastic trays (15 cm × 21 cm). Trays were piled and wrapped in a closed and transparent plastic bag. The bags were incubated in an incubator at 22°C and continuous light. Germination was followed by taking photos daily for up to 10 days.

### Microarray Analysis

This temporal and spatial sampling resulted in nine dormant and nine after-ripened samples (**Figure 1D**) and these 18 samples, with three replicates for each sample, were hybridized to Affymetrix ATH1 gene chips. These 54 chips were normalized together with the 34 chips of near isogenic lines of several *DELAY OF GERMINATION* (*DOG*) loci [including samples of D and AR seeds of L*er*-0 and near isogenic lines NIL*DOG1*, NIL*DOG2*, NIL*DOG3*, and NIL*DOG6* (Bentsink et al., 2010) that were imbibed for 24 h] and the previous 116 chips from Dekkers et al. (2013) using Robust Microarray Averaging (RMA; Irizarry et al., 2003), using a custom chip definition file (.cdf) from the CustomCDF project (Dai et al., 2005; Ath1121501_At_TAIRG.cdf v18.0.0, released 23rd January 2014, from http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF), after removal of the control probes, 21315 genes remain. The microarray data described in this article has been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (accession number GSE76907). The quality controls (**Supplementary Figure S5**; **Supplementary Table S1**) indicate that this is a robust dataset that allows us to investigate, in seeds with opposing dormancy states, the transcriptional dynamics in two key compartments that regulate seed dormancy and germination. 

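Across the 27 D arrays, the Pearson correlation over all genes between replicate arrays of the same sample was between 0.987 and 0.996. Between arrays of different samples it ranged from 0.899 to 0.990, so that some arrays of different samples correlated as closely as the least similar replicates did. These correlations are across genes, which are not independent replicates. No pair of arrays held identical values. On a single array between 9730 and 10478 genes were above 5 on the log2 scale. The SD of this number between the 3 arrays of a sample was lowest in the D RAD at 24 HAS, at 31.6 genes, and highest in the D MCE at 3 HAS, at 108.9 genes.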

A web tool enabling the querying of this dataset^1^, under ‘Dormancy Gene Expression Plots.’

**FIGURE 1:**
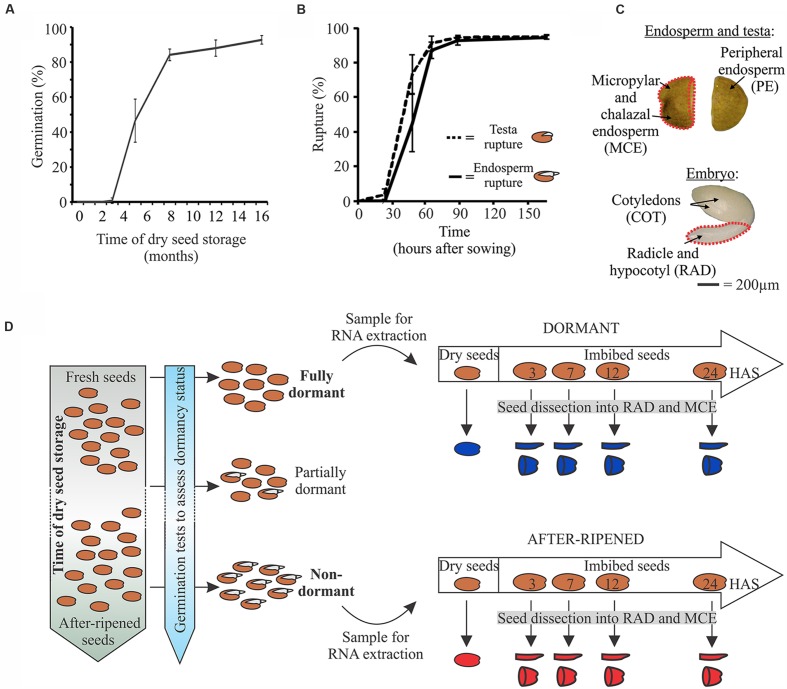
**Dormancy release of Cvi seeds and the experimental set-up for the transcriptome analysis in D and AR seeds.** **(A)** Loss of dormancy by dry seed storage (after-ripening) of the Cvi batch. Line graph shows germination percentage (average ± SD of four replicates). **(B)** Graph shows the rate of testa and endosperm rupture (average ± SD of four replicates) of seeds after 16 months of dry seed storage. **(C)** Photographs show the seed compartments used for gene expression analysis, micropylar and chalazal endosperm (MCE) and radicle+hypocotyl (RAD) indicated by the red dashed outer lines. **(D)** Picture summarizes the experimental set-up of the seed sampling. Freshly harvested seeds were fully dormant. These D seeds were imbibed for 3, 7, 12, and 24 h. The imbibed seeds were dissected to obtain two compartments, the radicle+hypocotyl (RAD) and the MCE at each time point. Together with non-dissected D dry seeds these total nine dormant samples which are indicated in blue. Next we followed AR of the seed batch by performing germination assays during the AR period. When seeds were fully capable to germinate the seeds are fully AR and thus non-dormant. Similar sampling was performed to obtain another nine AR samples, indicated in red.

### Differential Expression and Overrepresentation Analysis

To calculate genes as being differentially expressed at a certain fold level, the difference in means must be at least that large, and they must be statistically significant on a *t*-test at a *p*-value of 0.05. In order to reduce bias from genes whose expression is within the noise region, before fold changes are calculated the data means are first clipped at an expression level of 4 (log_2_)- replacing anything less than four with four. This may slightly underestimate the number of differentially expressed genes (or their level of fold change), but helps prevent the noise region from heavily influencing the results of the fold changes; this thresholding is reflected in the numbers in Data File S1, and all numbers throughout. The gene lists were analyzed using Genetrial (Keller et al., 2008)^2^ for overrepresented GO categories.

## Results

### Temporal and Spatial Gene Expression in D and AR Seeds

To better understand the early transcriptome changes upon sowing in D and AR seeds, we studied their temporal and spatial gene expression profiles. For this experiment we made use of the highly dormant *Arabidopsis* Cvi accession which has been frequently used in seed dormancy research (Alonso-Blanco et al., 2003; Ali-Rachedi et al., 2004; Cadman et al., 2006; Finch-Savage et al., 2007). We followed the loss of dormancy by germination assays during AR, and after 16 months of dry storage over 90% of the seeds germinated, and were therefore considered to have lost dormancy (**Figures 1A,B**). Imbibed seeds were dissected into two distinct compartments, the micropylar and chalazal end of the endosperm (MCE), which acts as a barrier together with the seed coat, and the combined radicle and hypocotyl (RAD; **Figure 1C**), which has to expand to break through the covering layers to complete seed germination. To capture the transcriptome dynamics, we conducted microarray analysis on RNA isolated from dry seeds and the two compartments at four time points, i.e., 3, 7, 12, and 24 hours after sowing (HAS), of both D and AR seeds (**Figures 1C,D**). These compartments and time points were chosen to align with the sampling of germinating Col-0 seeds we performed previously (Dekkers et al., 2013). 

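The values used here are those of the 27 arrays of D seeds, which cover 9 samples with 3 replicate arrays each: non-dissected dry seeds, and the MCE and the RAD at 3, 7, 12, and 24 HAS. Only these arrays were analysed here, so only the D part of each comparison was computed. RNA from each sample was hybridized to an Affymetrix ATH1 gene chip, which measures 1 RNA sample per array. RNA of the RAD was isolated with a kit, and RNA of the MCE and of dry seeds by a method based on a hot borate protocol, so that the isolation method and the compartment go together. The authors normalized these chips together with further chips by RMA, with a custom chip definition file, and deposited log2 values. The deposited table of the D arrays held 21313 genes. No further normalization was applied. Following the methods of the paper, a gene was called expressed in a sample when the mean of its 3 arrays was above 5 on the log2 scale. For a difference between samples, means below 4 were first raised to 4, and a gene was called 3-fold changed when the difference reached the log2 of 3 and its adjusted p was under 0.05. The adjusted p came from limma, fitted to all 27 arrays in 9 groups so that the groups share an estimate of the spread, with Benjamini-Hochberg adjustment over all genes within each comparison. The number of arrays, 3 per sample, limits the precision of each value.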

Three HAS was chosen as the earliest time point since at this stage initial transcriptional changes can be clearly observed (Preston et al., 2009; Dekkers et al., 2013; Scheler et al., 2015).

A freely available web tool^3^ (under ‘Dormancy Gene Expression Plots’) was developed in which the gene expression data of these dormancy samples were combined with the earlier mentioned seed germination samples (Dekkers et al., 2013). The tool also includes transcriptome data of near isogenic lines of *DELAY OF GERMINATION* (NIL*DOG*) loci, providing gene expression information concerning D and AR seeds of several genotypes with different primary dormancy levels (Leónie Bentsink, personal communication). The expression profile of a gene of interest can be visualized across all these samples, as was previously done for anther and flower microarray datasets (Pearce et al., 2015). The resulting plots show how genes are expressed across these three experiments (**Figure 2A**), and provides a useful tool for the community, allowing quick determination of the behavior of a gene of interest.

**FIGURE 2:**
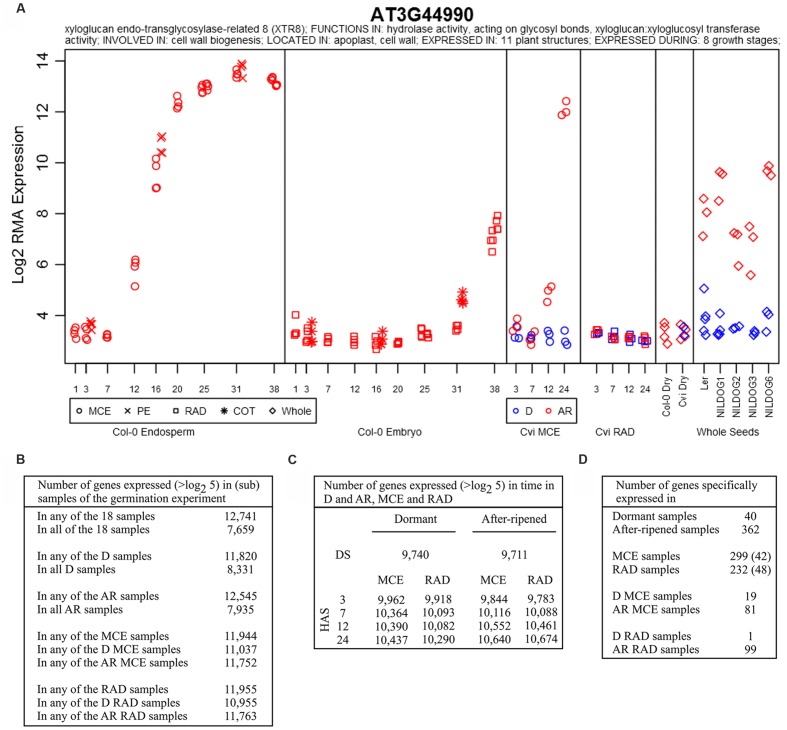
**Spatial and temporal gene expression in the Cvi seed dataset.** **(A)** Gene expression plot from the web tool showing the expression of *XTR8* as an example in various seed samples. **(B)** Number of expressed genes in various (sub) samples. **(C)** Number of genes expressed at different time points after sowing. **(D)** Numbers of specifically expressed genes in seed compartments, dormancy state or combined. The seed compartment specific sets were further refined using the gene expression data set of dissected germinating Col-0 seeds, with. the 42 MCE specific genes not present (expression value < 5 log_2_) in Col-0 RAD, cotyledons and peripheral endosperm as well and similarly, the 48 genes specific to the RAD are not present in the Col-0 cotyledons and endosperm samples. D, dormant; AR, after-ripened; MCE, micropylar and chalazal endosperm; RAD, radicle and hypocotyl; HAS, hours after sowing.

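XTR8, listed on the array as AT3G44990 and named XTH31 in the reference table, had mean log2 values between 3.0 and 3.31 in all 9 D samples. The lowest single array was at 2.85 and the highest at 3.57, all below the threshold for expressed genes. Between 3 and 24 HAS its log2 value changed by -0.20 in the D MCE (standard error 0.148, adjusted p = 0.342 from limma) and by -0.30 in the D RAD (standard error 0.148, adjusted p = 0.114 from limma). At these levels a change in D seeds was not detectable above the noise of the array.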

### Analysis of the Number of Differentially Expressed Genes in Different Dormancy States and Seed Compartments

Over the whole time course 12,741 genes were detected to be expressed (>log_2_ 5, 59.8% of the 21,315 genes on the chip) in at least one of the 18 samples, while 7,659 genes (60.1% of all expressed genes) were expressed in all 18 samples (**Figure 2B**). In dry seeds and at the early time points fewer genes were expressed, this number increased during the time course in the two compartments (MCE and RAD) and in both dormancy states (**Figure 2C**). 

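In D seeds, the number of genes whose mean was above 5 was 9738 in dry seeds. The D MCE expressed 9960 genes at 3 HAS, 10362 at 7 HAS, 10387 at 12 HAS, and 10433 at 24 HAS. The number in the D RAD was 9916 at 3 HAS, 10090 at 7 HAS, 10080 at 12 HAS, and 10288 at 24 HAS. Counted per array, the rise from 3 to 7 HAS went from 9977 ± 108.9 (SD, n = 3) to 10364 ± 61.6 genes (SD, n = 3) in the MCE and from 9915 ± 94.5 (SD, n = 3) to 10092.3 ± 72.8 genes (SD, n = 3) in the RAD. Between 7 and 12 HAS the change was smaller than the SD between arrays in both compartments. From 12 to 24 HAS the number per array rose from 10098.7 ± 48.5 (SD, n = 3) to 10298.7 ± 31.6 (SD, n = 3) in the RAD. Counting genes above 5 on every array, the number rose from 9530 at 3 HAS to 10007 at 24 HAS in the D MCE and from 9371 to 9866 in the D RAD. Quantile normalization applied again gives every array the same distribution and so nearly fixes the number in advance, which leaves the rise untested by it. The threshold moved the single numbers most. With 5.5 in place of 5, 8796 genes were called expressed in dry seeds and 9444 in the D MCE at 24 HAS, and with 4.5 these numbers were 10872 and 11351. In the D MCE, 870 genes were expressed at 24 HAS and not at 3 HAS, and 397 at 3 HAS and not at 24 HAS. The corresponding numbers in the D RAD were 873 and 501.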

We detected nearly equal numbers of genes expressed in the MCE and the RAD (11,944 vs. 11,955 respectively) over the time course, but fewer genes were expressed in the D samples (11,820) compared to the AR samples (12,545).

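Over the 9 D samples, 11817 genes were expressed in at least 1 sample and 8329 in all. Over the 4 time points, 11034 genes were expressed in at least 1 D MCE sample and 10953 in at least 1 D RAD sample. Of these, 10270 were expressed in both compartments, 764 in the D MCE and not in the D RAD, and 683 in the D RAD and not in the D MCE. The remaining 100 genes were expressed in D dry seeds and in no imbibed D sample.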

We identified transcript sets that were specifically expressed in either the D or the AR state, by considering genes which were expressed in one state above 6 (on a log_2_ scale) and expressed below 5 (below which expression becomes indistinguishable from technical noise on the microarray) in the other state. 

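The D part of the rule for state specificity was computed for the list of D genes in Data File S1, which the authors chose partly on these arrays. On this list, 40 of 40 genes had a mean above 6 in at least 1 of the 9 D samples. When only the 8 imbibed D samples were counted, 32 of the 40 genes did, and the other 8 were above 6 in dry seeds alone.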

According to this definition, 9,735 (88.5% of the 11,002 genes expressed over 6) of the genes are shared between both states whilst 40 (0.4%) are specific to D and 362 (3.3%) are specific to AR seeds. The remaining 865 transcripts (7.9%) are expressed over 6 in one state but between 5 and 6 in the other state, and are not classed as being highly specific to either physiological state. Similarly, a number of transcripts were specific to the MCE (299 genes) and the RAD (232 genes) which could be further refined (to 42 genes for the MCE and 48 for the RAD) using the transcript information of the Col-0 seeds (Dekkers et al., 2013, **Figure 2D** and Data File S1). 

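The D part of the rule for compartments was computed for the MCE list and the RAD list of Data File S1. The authors chose these lists, and the MCE list refined with Col-0, partly on these arrays. A mean below 5 in the opposite compartment was part of their rule, so its counts follow from the selection and are no independent test. All 299 genes on the MCE list had every D RAD mean below 5. In the D MCE, 180 of them had a mean above 6 at 1 or more of the 4 time points, 38 reached between 5 and 6, and 81 stayed below 5 throughout. All 232 genes on the RAD list had every D MCE mean below 5. On the D side of this list, 76 genes had a mean above 6 in the D RAD at 1 or more time points, 57 reached between 5 and 6, and 99 stayed below 5 throughout. With the median of the 3 arrays in place of the mean, 294 genes on the MCE list and 229 on the RAD list met the condition in the opposite compartment. Of the 42 genes on the MCE list refined with Col-0, 34 had a mean above 6 in the D MCE and all 42 stayed below 5 in the D RAD.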

Subsequently, we investigated genes that were both state (D or AR) and compartment (MCE or RAD) specific, although, these resulted in very small gene sets. We identified 19 transcripts specific for the D MCE while in the D RAD only one such gene was found. 

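Of the genes on the D list, 19 had a mean above 6 in the D MCE at 1 or more time points and every D RAD mean below 5, and 1 gene met the converse. The same numbers of genes, 19 and 1, stood on both the D list and the MCE list, and on both the D list and the RAD list. All of these lists were chosen partly on these arrays, so the match is no independent test. Among all genes of the array, by the D samples alone, 275 were above 6 in the D MCE and below 5 in the D RAD, and 173 the converse. When dry seeds were counted as a sample of both compartments, these numbers were 172 and 125.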

Higher numbers of specifically expressed genes were found in the AR state (81 in the MCE and 99 in the RAD, **Figure 2D**).

### Dormant Seeds Show an Initial, Transient Phase of Differential Gene Expression after Rehydration

We performed a principal component analysis (PCA) to globally investigate the transcriptome time course. In our previous study of AR Col-0 seeds (Dekkers et al., 2013), the PCA analysis separated the samples mainly by time and tissue type. To be able to compare both studies we plotted the D and AR Cvi samples together with these AR Col-0 samples (**Figure 3A**). Like the AR Col-0 samples, the AR Cvi samples are mainly separated along the first principal component (PC), with that PC appearing to represent time. The AR Cvi samples do ‘move’ slower though, and in particular the later time points (12 and 24 HAS) lag behind those of the AR Col-0, which most likely reflects the slower germination rate compared to the AR Col-0 seeds (germination speed calculated as the time required to reach 50% of germination (T_50_) was 49 h for Cvi compared to 39 h for Col-0). 

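Principal component analysis of the 27 D arrays alone, on all genes, centred and not scaled, has other axes than the plot of Figure 3A. PC1 held 44.2% of the variance and separated the MCE from the RAD. PC2 held 28.2% and ordered the samples by time. On PC2 the dry seeds were at -78.0 ± 0.2 (SD, n = 3). The D MCE was at -26.9 ± 3.1 at 3 HAS, 27.4 ± 3.4 at 7 HAS, 39.8 ± 1.1 at 12 HAS, and 49.5 ± 2.2 at 24 HAS (SD, n = 3 each). The D RAD was at -51.2 ± 4.5 at 3 HAS, 0.1 ± 5.4 at 7 HAS, 15.5 ± 3.7 at 12 HAS, and 23.8 ± 2.6 at 24 HAS (SD, n = 3 each). The later samples thus moved on along PC2 by smaller steps, each larger than the SD between arrays.

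**Figure D1:**
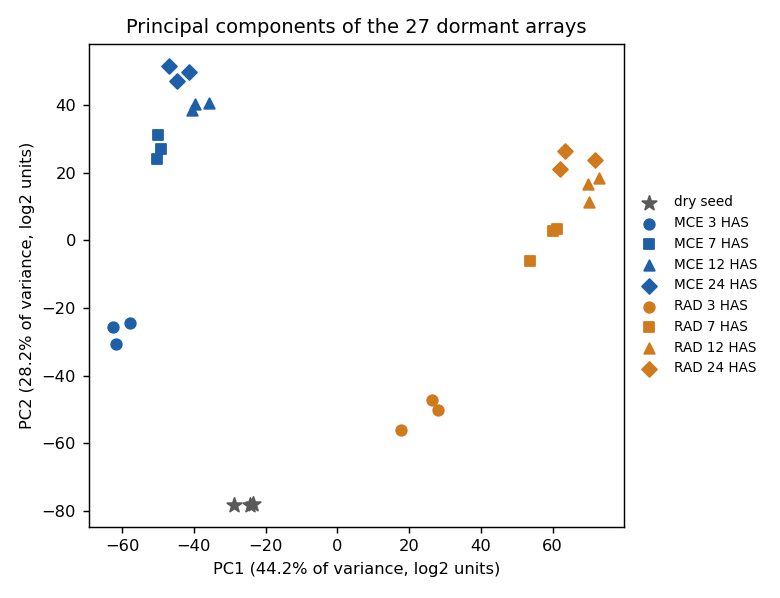
Scores of the 27 D arrays on PC1 (x axis, 44.2% of the variance) and PC2 (y axis, 28.2% of the variance), in log2 units. Each point is an array, colours mark the MCE, the RAD and dry seeds, and symbols mark 3, 7, 12, and 24 HAS; on PC2 the means of the MCE rise from -26.9 to 49.5 and those of the RAD from -51.2 to 23.8.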

Intriguingly, the D samples show a very different behavior; although the D samples cluster with the AR samples at 3 and 7 HAS, at later time points (12 and 24 HAS) the samples ‘stall’ around the 7 HAS position in the PCA plot (**Figure 3A**). This indicates that limited transcriptional changes are occurring at the later time points in the D samples, and is supported by the number of differentially expressed genes detected between the consecutive time points in both compartments (**Figure 3B**). 

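Distances between the D samples over all principal components, from the mean of 3 arrays to the mean of 3 arrays, were computed in log2 units. Within the D MCE the distance was 72.1 from 3 to 7 HAS, 49.4 from 7 to 12 HAS, and 40.8 from 12 to 24 HAS. The spread between replicate arrays alone would give 26.8, 26.5 and 25.5. The distances in the D RAD were 74.9, 41.4 and 47.5, where the spread between arrays alone would give at most 25.6. Relative to the step from 3 to 7 HAS, the step from 7 to 12 HAS was 0.685 in the MCE and 0.553 in the RAD, and the step from 12 to 24 HAS was 0.566 and 0.634. Scaling every gene to unit variance raised these ratios to 0.742, 0.694, 0.643 and 0.816 in the same order. With the spread between replicate arrays taken out of the distances, an alternative chosen after seeing the data, they were 0.623, 0.477, 0.476 and 0.58.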

The number of differentially expressed genes (over threefold up and down) between 3–7, 7–12, and 12–24 HAS in the AR MCE/RAD were 656/740, 614/667 and 760/558 genes, respectively. For the D samples these numbers are considerably lower, most notably between the later time points, i.e., 259/270, 45/27, and 40/30 (**Figure 3B**). 

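In the D MCE, 259 genes changed 3-fold between 3 and 7 HAS (193 increased and 66 decreased), 56 between 7 and 12 HAS (29 and 27), and 53 between 12 and 24 HAS (51 and 2). The numbers in the D RAD were 273 (182 increased and 91 decreased), 27 (14 and 13), and 31 (16 and 15). The choice of test moved the later counts most. With the methods' t-test at an unadjusted p under 0.05 and the same fold rule, the counts between 7 and 12 HAS were 47 in the MCE and 27 in the RAD, and between 12 and 24 HAS 51 and 30. After Benjamini-Hochberg adjustment of the methods' t-test all 4 of these counts were 0, while limma at an unadjusted p under 0.05 gave 57, 28, 55 and 32. The methods do not name the form of their test, and the equal-variance form was used for these values. Without adjustment, its unequal-variance form gave 44, 27, 40 and 30 in the same order. Single arrays moved the later MCE counts. Without D MCE 12 HAS replicate 1 the count between 7 and 12 HAS was 94, and without replicate 3 it was 32. Without D MCE 24 HAS replicate 1 the count between 12 and 24 HAS was 100, and without replicate 3 it was 35.
The genes with the largest changes between 7 and 12 HAS in the D MCE were SIAR1 (AT1G44800), which rose from 4.87 ± 0.669 to 7.83 ± 0.225 (SD, n = 3), and PLAT2 (AT2G22170), from 5.22 to 7.56, while UGT76B1 (AT3G11340) fell from 9.9 to 7.09 and OST1 (AT4G33950) from 7.77 to 5.41. Between 12 and 24 HAS in the D MCE, XTH24 (AT4G30270) rose from 5.9 ± 0.28 to 8.84 ± 1.13 (SD, n = 3) and AT1G22810 from 3.88 to 6.87, while BIP3 (AT1G09080) fell from 6.66 to 4.84 and NRT1.8 (AT4G21680) from 9.61 to 7.95. XTH24 was no longer past the threshold without replicate 3, and AT1G22810 without replicate 2. Between 7 and 12 HAS in the D RAD, EXPA1 (AT1G69530) rose from 3.66 to 8.03 and CP1 (AT4G36880) from 4.37 to 7.05, and SCL3 (AT1G50420) fell from 8.71 to 6.1 and GA20OX3 (AT5G07200) from 8.83 to 6.5. CP1 was no longer past the threshold without replicate 2. Between 12 and 24 HAS in the D RAD, AT5G50760 rose from 3.68 to 6.58 and AT2G19460 from 4.23 to 6.79, and AT3G09440 fell from 8.81 to 6.09 and HB1 (AT2G16060) from 7.19 to 4.66. EXPA1, AT1G22810 and AT5G50760 started below the floor of 4, and the lower of the compared means was below 5 for SIAR1, CP1, BIP3, AT2G19460 and HB1, so that the noise limits the size of these changes. The adjusted p of these 16 changes in limma lay between 2.65e-09 and 0.00213. The paper reasons from the position of the later D samples in its principal component analysis that limited transcriptional changes occur at these time points, and gives the numbers of differentially expressed genes as further evidence.

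**Figure D2:**
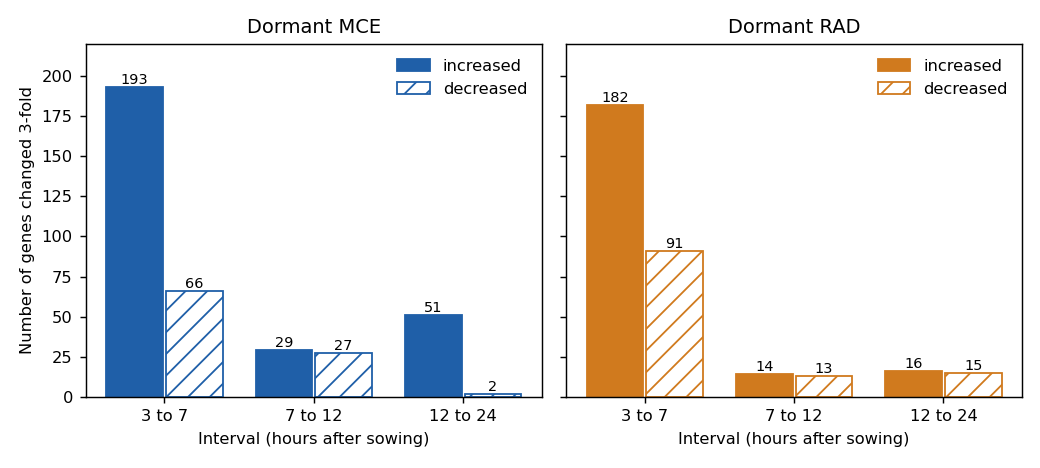
Number of genes changed 3-fold (y axis) in the D MCE and the D RAD in the 3 intervals between consecutive time points (x axis, hours after sowing). Filled bars are genes that increased and hatched bars genes that decreased, from 193 and 66 between 3 and 7 HAS in the MCE to 16 and 15 between 12 and 24 HAS in the RAD.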

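Between 3 and 24 HAS, 701 genes changed 3-fold in the D MCE, of which 477 increased and 224 decreased. Over the same interval 842 genes changed in the D RAD, of which 563 increased and 279 decreased. With each array left out in turn, the count was between 682 and 736 in the MCE and between 815 and 909 in the RAD. The largest increases in the D MCE were those of FLS1 (AT5G08640), with a log2 fold change of 6.46 (standard error 0.276, adjusted p = 3.03e-15 from limma), TT4 (AT5G13930, 6.24) and PAL1 (AT2G37040, 5.83). The largest decreases were those of AT3G10040, with a log2 fold change of -4.81 (standard error 0.257, adjusted p = 1.6e-13 from limma), ABCG31 (AT2G29940, -4.76) and OST1 (AT4G33950, -4.62). The D RAD genes with the largest increases were XTH15 (AT4G14130, log2 fold change 5.5), AT5G14450 (5.37) and TUA6 (AT4G14960, 5.18 against the floor of 4). The largest decreases were again led by AT3G10040, with a log2 fold change of -5.6 (standard error 0.257, adjusted p = 8.66e-15 from limma), followed by AT4G10270 (-5.44) and NRT1.8 (AT4G21680, -4.73). The lower of the compared means was below 5 for FLS1, PAL1, AT3G10040 and OST1 and for the D RAD genes XTH15, AT5G14450 and TUA6, so that the noise limits the size of these changes.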

Over the whole time course (3–24 HAS), the total number of differentially expressed genes in the AR state is over 3000 in both tissues (MCE 3018, RAD 3601), which is over four times more than in the D samples (MCE 682, RAD 821; **Figure 3C** and Data File S1).

**FIGURE 3:**
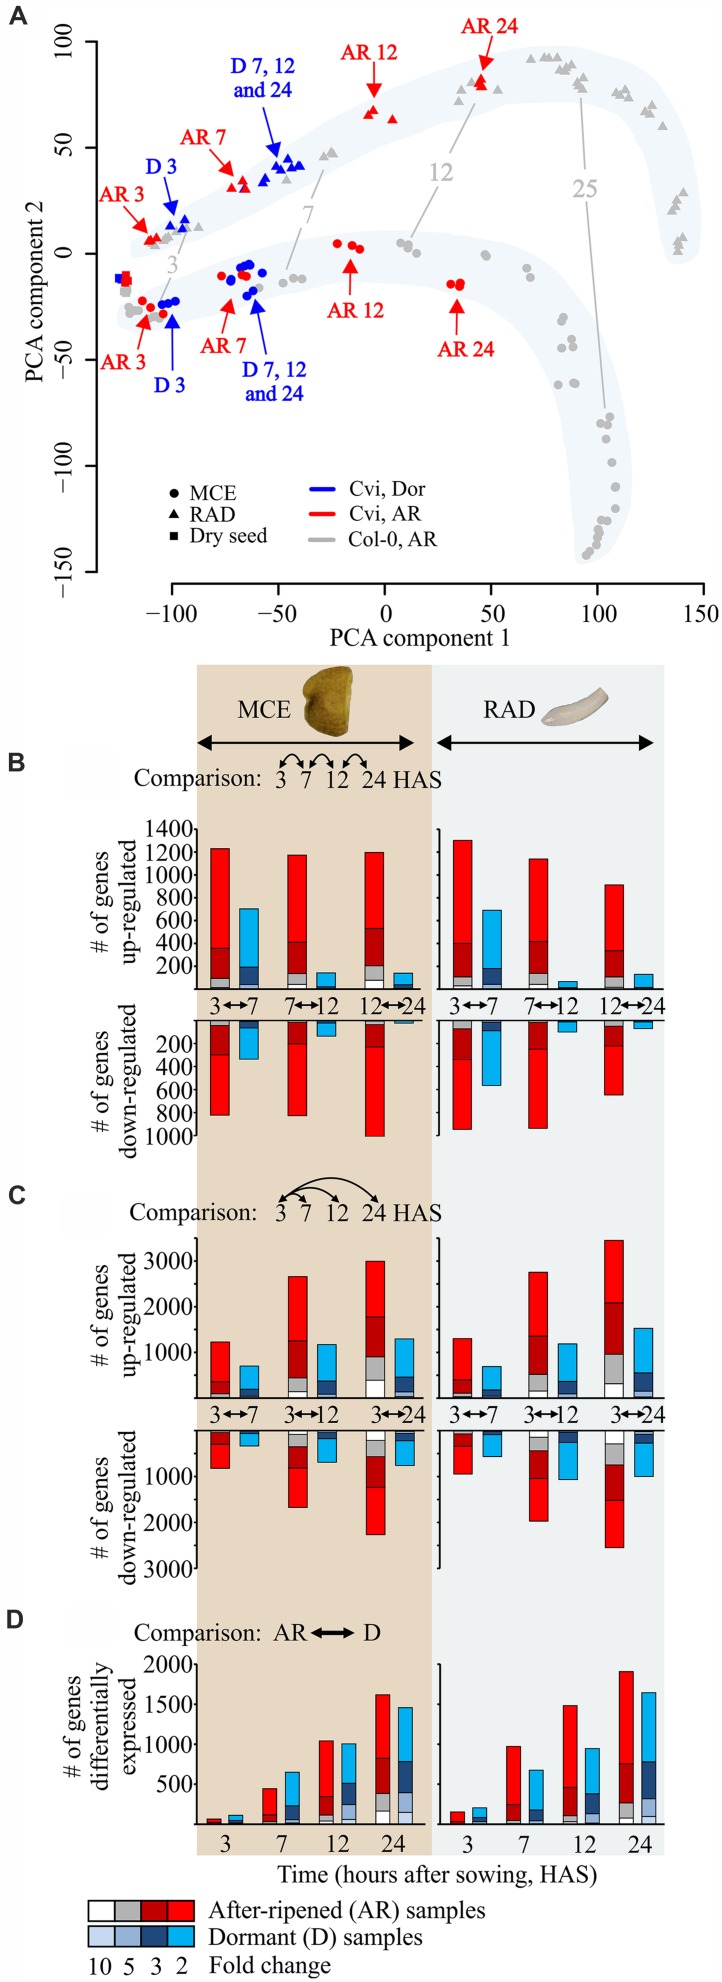
**Transcriptional dynamics in D and AR Cvi seeds.** **(A)** Principal component analysis plot of D (in blue) and AR (in red) Cvi (samples, combined with the AR Col-0 samples (in gray, from Dekkers et al., 2013). Dry seed samples are depicted by squares, MCE samples by circles and RAD samples by triangles. Numbers indicate the hours after sowing, and individual replicates are plotted. **(B)** Number of differentially expressed genes between consecutive time points. **(C)** Number of differentially expressed genes compared to the first time point (3 HAS). **(D)** Number of differentially expressed genes with higher expression in either D (blue) or AR (red/gray/white) seed compartments by comparing D and AR samples at each time point (e.g., D vs. AR MCE 3 HAS), colors in each bar indicate the number of differentially expressed at 2, 3, 5, and 10 fold change cut-offs.

### Transcriptome Dynamics in the Endosperm of D and AR Seeds

To get a more detailed view of the transcriptome similarities as well as the differences (and the gene expression profiles underlying these) in D and AR seeds we employed a two-step approach using the MCE samples. Since there is differential gene expression between D and AR seeds during the time course of imbibition, we have first focused on transcripts with a strong temporal regulation (which are identified in the first step, **Figure 4A**). We identified 3194 genes which show a strong difference in expression (defined as threefold change) during the germination time course by comparing 3 and 24 HAS in D and/or AR MCE, of which a total of 1890 genes were strongly up-regulated, whereas 1304 genes were strongly down-regulated (**Figure 4A**). In the second step, we tested whether these strongly differentially regulated genes are differentially expressed between D and AR MCE at the last time point (i.e., the comparison D MCE 24 HAS vs. AR MCE 24 HAS; **Figure 4B**). We focused on genes that are similarly expressed (an expression difference less than twofold) or differentially expressed (threefold difference) in either D or AR state. A smaller set was identified that contained genes that were neither similarly expressed nor strongly differentially expressed (showing a difference in expression between 2- and 3-fold) and these are denoted as weakly differentially expressed. Since we have selected for strongly temporally regulated genes during germination (step 1, **Figure 4A**), this suggests that these gene expression profiles are similar, although less pronounced in one or the other state (**Figures 4C,D**). Based on this analysis these temporally regulated genes were subdivided in five classes: (1) genes that are similarly expressed between D and AR MCE, (2) genes that are weakly differentially expressed in the D MCE, (3) genes that are weakly differentially expressed in the AR MCE, (4) genes that are strongly differentially expressed in D MCE, and (5) genes that are strongly differentially expressed in AR MCE (**Figure 4B**).

**FIGURE 4:**
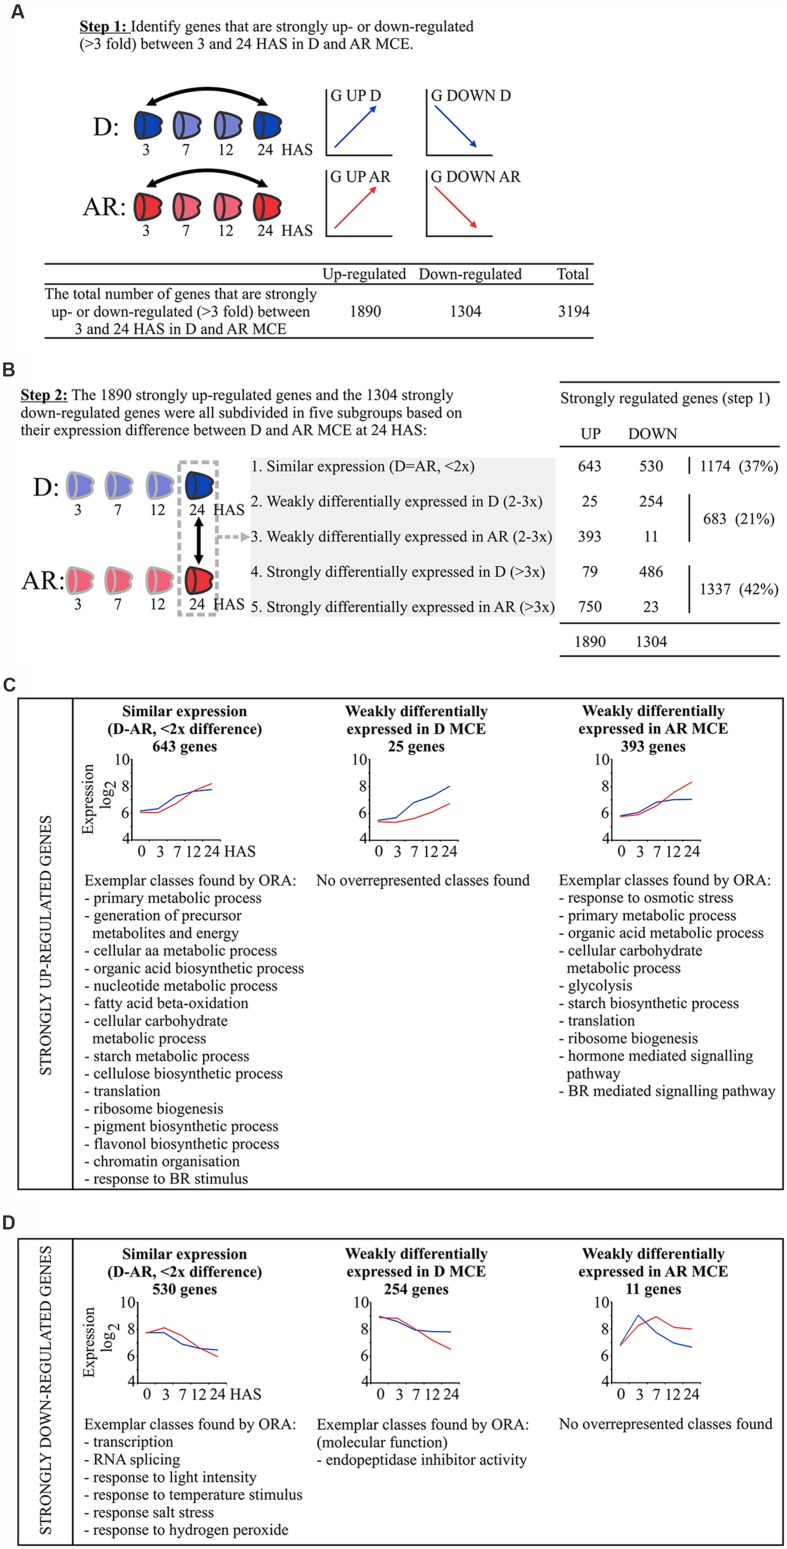
**Analysis of temporally regulated genes in D and AR MCE using a two-step approach.** **(A)** Step 1: filter for genes which are at least threefold changed between 3 and 24 HAS, total numbers are indicated underneath. **(B)** Step 2: divide temporally changed genes into five classes based on their expression between D and AR samples at 24 HAS. **(C)** Depicts the 1890 temporally up-regulated genes and **(D)** the 1304 temporally down-regulated genes those that get similarly expressed or weakly differentially expressed between D and AR MCE at the last time point (24 HAS; step 2). For these classes, expression profiles (obtained by averaging over all genes in each set) and exemplar GO classes found by overrepresentation analysis are shown. The blue (red) lines indicate the averaged expression in the D (AR) samples. Genes that become strongly differentially expressed in the D or AR MCE are depicted in **Figure 5**.

### Temporally Regulated Genes that are Similarly Expressed in the D and AR Endosperm

We first investigated genes that are eventually expressed at a similar level (i.e., an expression difference of less than twofold) in D and AR MCE at 24 HAS. These represent transcriptional changes that occur in response to rehydration, independent from the physiological state (D or AR). In total we found 3194 genes that are strongly regulated between 3 and 24 HAS in the MCE (**Figure 4A**). Of this set 1174 genes (37%, 643 genes up and 531 genes down) become eventually similarly expressed (**Figure 4B** and Data File S1). In **Figures 4C,D**, the expression profiles of the categories identified in the second step are indicated. From the germination up-regulated gene set (643 genes), overrepresentation analysis (ORA) of gene ontology (GO) classes showed the presence of genes related to key metabolic processes related to amino acid, organic acid, nucleotide and carbohydrate as well as chromatin organization and translation, among others. The 531 down-regulated genes have functional classes related to transcription, RNA processing and stress overrepresented.

### Temporally Regulated Genes that are Strongly Differentially Expressed in the D or AR Endosperm

A significant fraction (1337 out of 3194 genes, 42%) of temporally regulated genes become strongly differentially expressed in either D (564 genes) or AR (773) MCE at 24 HAS (**Figure 4B**). We subdivided the temporally strongly up- and down-regulated genes (from step 1) into those that are strongly up-regulated in the D MCE, D and AR MCE and AR MCE between 3 and 24 HAS and similar subdivision was made for the down-regulated genes (see **Figure 5A**). Furthermore, these sets were then subdivided based on whether the genes are strongly differentially expressed in the D or AR endosperm (step 2, **Figure 5A**). These however, do not represent the complete list of genes which are differentially expressed between the D and AR states in the MCE at 24 HAS (as they contain 783 differentially expressed genes in D and 824 differentially expressed genes in AR using a threefold cut-off, **Figure 3D**, Data File S1). This is explained by the presence of genes that are not strongly regulated during germination, which instead have opposing gene expression profiles between D and AR between 3 and 24 HAS, and these are also included in **Figure 5**.

**FIGURE 5:**
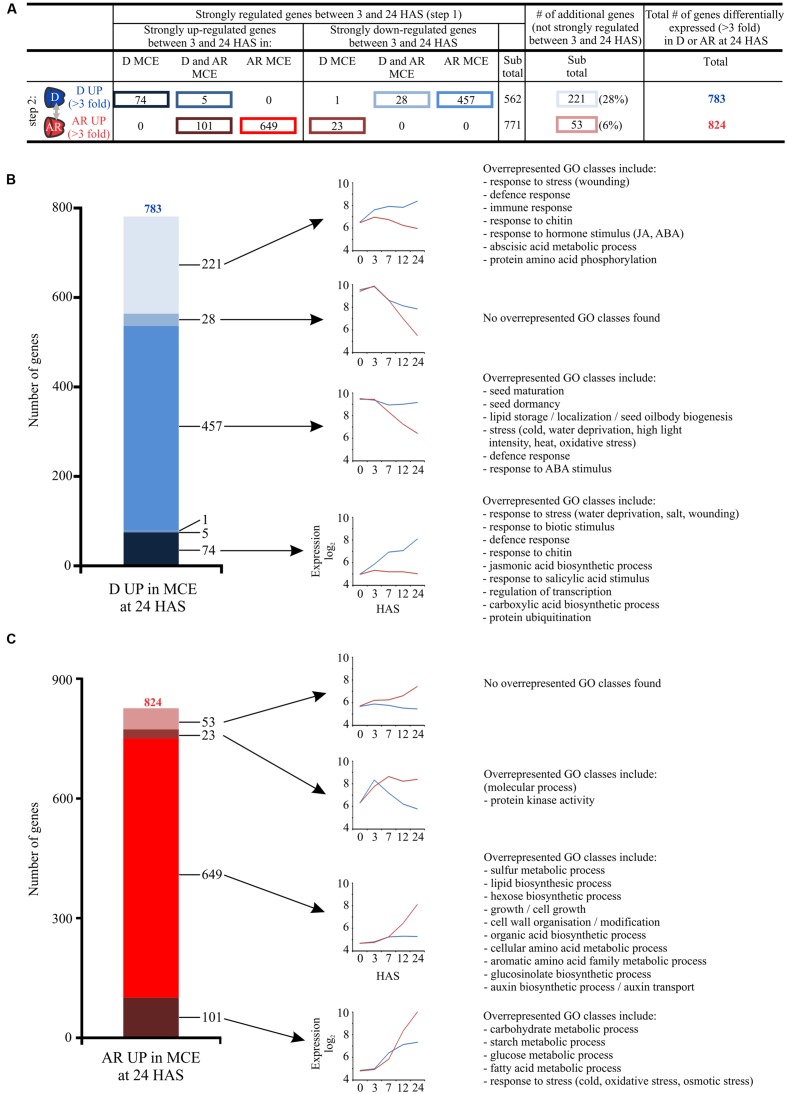
**Analysis of gene expression profiles that contribute to differential gene expression between D and AR MCE at 24 HAS.** **(A)** In total 783 genes are higher expressed in the D MCE and 824 genes higher in the AR MCE at 24 HAS, using a threefold cut-off. The table shows the expression profiles (between 3 and 24 HAS in D and AR MCE that contribute to the differential expression between D and AR MCE at 24 HAS. The strongly up- and down-regulated genes (step 1) are further subdivided in those that are strongly regulated in the D MCE, D and AR MCE and AR MCE between 3 and 24 HAS. **(B)** The graph depicts the 783 genes of the D set (D up-regulated vs. AR at 24 HAS in the MCE). Of the four largest groups the expression profiles and exemplar GO classes found by overrepresentation analysis are shown. **(C)** The graph depicts the 824 genes of the AR set (AR up-regulated vs. D at 24 HAS in the MCE). Of the different groups expression profiles and exemplar GO classes found by overrepresentation analysis are shown. The expression profiles were obtained by averaging the log_2_ expression values of all genes in each particular set over all time points where time point 0 means the dry seed stage. The blue (red) lines indicate the averaged expression in the D (AR) samples. The selection presented in **(A)** is not mutually exclusive, five genes are both strongly up-regulated in one state and strongly down-regulated in the other and were therefore counted twice, leading to the row subtotals deviating slightly from the total.

A total of 783 genes are strongly differentially expressed in D MCE (vs. AR MCE at 24 HAS, **Figure 5A**). Four major gene expression profiles underlie this differential gene expression (containing at least 20 genes). The largest gene expression profile (457 genes, 58%) contains genes that are actually down-regulated in AR MCE (**Figures 5A,B**). ORA of this group identified GO functional classes related to germination/dormancy, lipid storage and stress (**Figure 5B**). The second largest profile in this D set consists of 221 genes (28% of 783 genes) that are not strongly temporally regulated after imbibition (less than threefold change between 3 and 24 HAS). The strong differential expression of the D set is explained by opposing gene expression profiles between D and AR when comparing 3 and 24 HAS (**Figure 5B**), with ORA showing the accumulation of stress and hormone related gene classes in D MCE. Less than 10% of the D UP genes are strongly up-regulated during germination in D but not in AR MCE (a set of 74 genes) which is overrepresented for genes whose function is related to response to abiotic and biotic stresses.

Four gene expression profiles underlie the strong activation of 824 genes in the AR MCE (**Figures 5A,C**). The largest group (649 genes, 79%) is strongly up-regulated during the time course in AR MCE, but not in D MCE (**Figures 5A,C**); these genes encode functions related to primary and secondary metabolism, growth and cell wall modification and are germination related. The second largest group consists of 101 genes that are strongly up-regulated (threefold) in both D and AR but are even stronger up-regulated in the AR MCE. This gene expression profile resulted in genes differentially expressed in AR MCE whose functions are related to carbohydrate and fatty acid metabolism and stress response. Interestingly, these classes overlap with those identified among the genes which became similarly expressed in AR and D MCE and those that became weakly differentially expressed in the AR MCE (see **Figure 4C**). Overall these analyses reveal multiple gene expression profiles that are responsible for the differential gene expression between D and AR endosperm, with ORA showing that different patterns regulate the expression of genes related to various processes.

### MCE vs. RAD: Genes Related to Biotic and Abiotic Stress are Differentially Expressed in the D MCE

The transcriptional dynamics in D and AR RAD, using this two-step approach, showed similar trends (**Supplementary Figure S1**). In the RAD a total of 3781 genes were found to be strongly regulated (up and down) between 3 and 24 HAS (step 1), of which 39% became eventually similarly expressed in both D and AR RAD, 26% became weakly and 35% became strongly differentially expressed in either the D or AR RAD (see **Supplementary Figure S1** for details). The transcriptional differences (as well as the gene expression profiles underlying these) in D and AR RAD are shown in **Supplementary Figure S2**. At 24 HAS 780 genes were detected to be higher expressed in the D RAD, with the majority of them being down-regulated over our time course in the AR RAD although not in the D RAD (581 genes, 74%). This is similar compared to the D MCE set, although in the MCE its relative contribution is somewhat smaller (58%, see above) which is explained by a relatively larger fraction of genes with opposing gene expression profiles between the D and AR state (compare **Figure 5** and **Supplementary Figure S2**). We detected a total of 755 genes up-regulated in the AR RAD at 24 HAS, of which the largest group (575 genes, 76%) was strongly up-regulated during our time course in AR RAD but not in the D RAD.

Finally, we employed a strategy using fold change differences to obtain gene sets that are enhanced in either D MCE or D RAD at each individual time point to investigate whether such gene sets reveal functional differences between the both compartments in the D state. The genes selected are at least threefold higher expressed in the D state and threefold higher expressed in either the MCE or the RAD. Using this strategy, we identified gene sets that are differentially expressed in D MCE (**Figure 6**) and D RAD (**Supplementary Figure S3**). The gene sets identified in the D MCE contained 7, 45, 59, and 115 genes at the time points 3, 7, 12, and 24 HAS, respectively. 

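The sets require a 3-fold difference between the MCE and the RAD, of which the D side was computed. In D seeds, 412 genes were at least 3-fold higher in the MCE than in the RAD at 3 HAS, 671 at 7 HAS, 719 at 12 HAS, and 633 at 24 HAS. With means raised to 5 in place of 4, which lowered these counts most, they were 327, 537, 566 and 511, and with quantile normalization applied again 384, 599, 626 and 603. The largest differences at 24 HAS were those of AT1G14940, with a log2 value of 12.25 in the D MCE (adjusted p = 7.21e-23 from limma), MLP31 (AT1G70840), and AT1G14950, with 13.37 in the D MCE and 5.45 in the D RAD (log2 fold change 7.92). AT1G14940 and MLP31 were at 3.71 in the D RAD, which is below the noise, and their differences against the floor of 4 were 8.25 and 8.2.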

Using ORA of these sets identified functional classes related to abiotic and biotic stresses, protein ubiquitination and secondary metabolism (**Figure 6**). In comparison to the D MCE, relatively small gene sets (ranging between 11 and 30 genes) were identified in the D RAD and only a single overrepresented gene class was found (**Supplementary Figure S3**).

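On the D side, 242 genes were at least 3-fold higher in the RAD than in the MCE at 3 HAS, 359 at 7 HAS, 364 at 12 HAS, and 430 at 24 HAS. Means raised to 5 gave 180, 281, 279 and 331, and quantile normalization applied again gave 256, 422, 454 and 475. At 24 HAS the largest differences were those of AT1G68240, with a log2 value of 9.77 in the D RAD and 4.9 in the D MCE (log2 fold change -4.87 for MCE over RAD, standard error 0.196, adjusted p = 1.35e-16 from limma), AT2G25980, with 9.94 and 5.28 (log2 fold change -4.66), and AT2G20515, with 8.61 and 3.78 (-4.61 against the floor of 4). The D MCE levels of AT1G68240 and AT2G20515 were below 5, so that the sizes of these differences are limited by the noise.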

**FIGURE 6:**
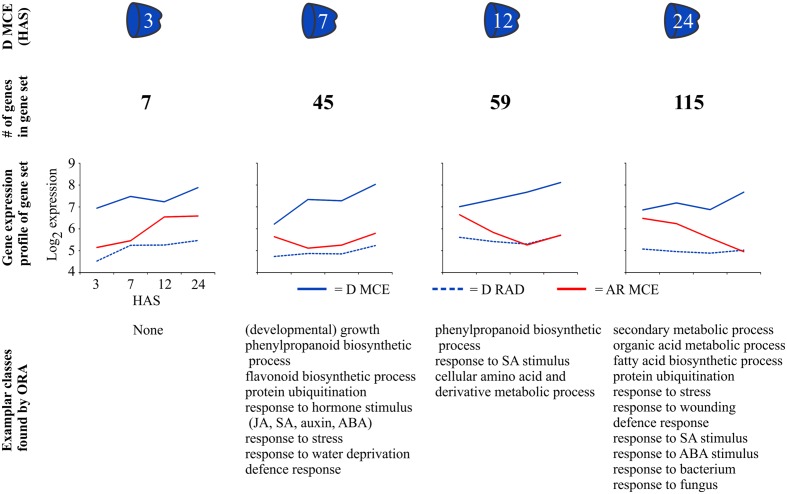
**Identification and analysis of gene sets that are differentially expressed in the D MCE.** We used fold change differences to obtain gene sets that are enhanced in the D MCE at each individual time point. The genes selected are at least threefold higher expressed in the D compared to the AR state and threefold higher expressed in the MCE compared to the RAD. The gene sets identified in the D MCE at 3, 7, 12 and 24 HAS, ranged from 7 to 115 genes in size. Underneath the mean log_2_ expression of each gene set is plotted in the D MCE (blue solid line), D RAD (blue dashed line) and the AR MCE (red solid line). Under the graphs exemplar GO classes, found using ORA analysis, are indicated.

## Discussion

Seed dormancy is an important trait both in natural and farmed ecology, and issues related to seed dormancy have implications for human nutrition (Bewley et al., 2013). Either too little or too much dormancy can cause reduced crop yield and substantial economic losses (Gubler et al., 2005; Dekkers and Bentsink, 2015), so insights into this process are important as they can potentially be translated into practical applications (Gerjets et al., 2010; Martinez-Andujar et al., 2012a; Nambara and Nonogaki, 2012). Here we report a microarray analysis of D and AR seeds over the first 24 HAS of two seed compartments that are important in the regulation of seed dormancy and germination (Nonogaki, 2014; Bassel, 2016). Previous gene expression studies comparing D and AR seeds have been used to identify seed dormancy regulators (Barrero et al., 2010) and this set can be similarly used for data mining, particularly through use of the webtool, which has been developed to aid data visualization and exploration. Moreover, the dataset allows us to answer several specific questions, e.g., concerning the profiles underlying differential expression in D and AR seeds, how fast gene expression changes after rehydration and whether genes exist that are specifically expressed between the two dormancy states and two seed compartments which will be addressed below.

### The Larger Differential Gene Expression Activity of AR Seeds as Compared to D Seeds is the Main Driver for Differential Gene Expression between D and AR Seeds

In our study we identified genes that are strongly differentially expressed (up or down) in both dormancy states in the time course between 3 and 24 HAS in the MCE (3194 genes found) and RAD (3781 genes found). Next, we investigated whether these genes were similarly or differentially expressed between D or AR MCE and RAD at 24 HAS. This revealed that a large proportion of those (37–39%) are expressed in a similar manner in D and AR seed compartments. Seed germination involves re-activation of, and changes in, cellular activity (Fait et al., 2006; Weitbrecht et al., 2011; Rosental et al., 2014), with metabolism resuming in both imbibed dormant and non-dormant seeds (Bewley, 1997). The gene sets that are strongly enhanced in both D and AR seeds (MCE and RAD) are overrepresented for GO classes including key cellular metabolic processes like translation, amino acid, organic acid, nucleotide and carbohydrate metabolism (**Figure 4**; **Supplementary Figure S1**). A total of over 500 genes were similarly down-regulated in expression in D and AR seed compartments. Overrepresented GO categories in both MCE and RAD included transcription and response to stress and other environmental cues. These genes likely represent remnants of the dry state or seed maturation that are repressed in rehydrated seeds regardless of their dormancy status.

The remaining genes become differentially expressed (**Figure 4B**; **Supplementary Figure S1**). Noteworthy is the finding that an overwhelming majority of the temporally down-regulated transcripts become differentially expressed in the D MCE whereas a vast majority of the temporally up-regulated genes become differentially expressed in the AR MCE with similar observations made in the RAD (**Figure 4**; **Supplementary Figure S1**). Among the genes that are higher expressed in AR MCE and RAD the GO classes primary metabolic process, cellular carbohydrate metabolic process, translation, and ribosome biogenesis were overrepresented (**Figure 4C**). This group of genes is activated in both D and AR seeds, but with a higher relative abundance in the AR state, likely to support the higher cellular activity and metabolic demand to support seed germination and subsequent seedling growth.

Using this transcriptome data, we set out to address three questions. The first question we aimed to answer is which profiles underlie the differential gene expression between D and AR seeds, and we described these patterns, genes and the functional classes they represent (**Figure 5**; **Supplementary Figure S2**; Supplemental Data File S1). Although we identified four major gene expression profiles for each, they show striking differences. Most genes that become higher expressed in D seeds are actually down-regulated in AR seeds (both MCE and RAD). As this down-regulation does not occur (or not to the same extent) in the D seeds, these transcripts accumulate eventually at a higher relative abundance in the D samples. This set includes genes related to seed maturation, seed dormancy, lipid storage and response to stress. Only a small proportion of the genes which are up-regulated during the time course in D seeds fail to do so in AR seeds (74 genes in the MCE, 38 in the RAD) and both sets contain genes related to (a)biotic stress resistance. In contrast, the largest number of genes that become higher expressed in AR seeds are strongly up-regulated during the time course in AR seeds, but not (or to a lesser extent) in D seeds. Genes in this set include those involved in (cell) growth and cell wall modification, among others that are important for seed germination. In conclusion, considering all genes that become, either weakly or strongly, differentially expressed within the dormancy states, with the overwhelming majority of temporally down-regulated transcripts becoming higher in the D MCE (740 out of 774, 95.6%) and the vice versa in the AR MCE (1143 out of 1247, 91.7%; **Figure 4B**), with similar proportions in the RAD. This high directional overlap emphasizes how the genes which are changing in time are changing more in the AR seeds than the D seeds.

Indeed, transcriptome changes within D seed compartments were mainly observed in a transient fashion early after sowing, with a dramatic drop thereafter resulting in a clearly reduced number of changes over the first 24 HAS in D compared to AR seed compartments. However, the genes that increase or decrease in relative abundance over the first 24 HAS in D samples are not very different since these largely overlap with genes differentially expressed in AR samples (**Supplementary Figure S4**). Thus, although the level of differential gene expression is far less in D samples, the genes that do change upon rehydration are largely similar to those that change in AR samples. 

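For the D samples, the genes that changed 3-fold between 3 and 7 HAS were followed to 24 HAS. In the D MCE, 181 of the 259 genes (69.9%) were still at least 3-fold away from their level at 3 HAS in the same direction at 24 HAS, and 226 (87.3%) at least 2-fold. At 24 HAS, 150 genes lay at least as far from their level at 3 HAS as at 7 HAS, and 6 had crossed to the opposite side of it. Means below 4 were raised to 4 here, so genes at this floor at both times count as equally far. In the D RAD, 191 of 273 genes (70%) were still at least 3-fold changed in the same direction, 244 (89.4%) at least 2-fold, 148 lay at least as far away, and 4 had crossed. Because both differences share the 3 HAS arrays, 50 simulations were made in which expression at 24 HAS was back at the level of 3 HAS; at most 2 genes were then still 2-fold changed in the same direction in either compartment.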

In conclusion, it is this huge difference in the number of transcriptional changes (both up and down) in the AR seeds in contrast to D seeds, which mainly drives differential gene expression between D and AR samples.

### Differential Gene Expression is Rapidly Detected between Imbibed Dormant and after-Ripened Seeds

After-ripening overcomes seed dormancy and allows germination in appropriate conditions (Bewley, 1997; Finch-Savage and Leubner-Metzger, 2006; Holdsworth et al., 2008a). Although linked to dormancy release, the after-ripening response was also observed in stored non-dormant genotypes (Carrera et al., 2008). After-ripening induces changes in seeds during dry storage; the mechanism by which this occurs is unclear, although it may include reactive oxygen species (ROS; Oracz et al., 2007; Bewley et al., 2013; El-Maarouf-Bouteau et al., 2013). We used dry seed after-ripening for 16 months to break dormancy of the D Cvi seeds. In our experiment the transcriptome differences between D and AR dry Cvi seeds are low (only seven genes show a twofold difference), indicating that genome-wide reprogramming of transcript abundances occurs mainly after water uptake (Carrera et al., 2008). This raises the second question of how quickly seeds detect and respond to the changes that occurred during dry storage. Transcriptome differences are already present at 3 HAS (which become progressively pronounced at the subsequent time points, **Figure 3D**) showing that seeds respond rapidly after rehydration to the changes that occurred during after-ripening in the dry seed suggesting that after-ripening pre-sets the transcriptional response following the initiation of imbibition.

Although the first changes between D and AR samples are visible at 3 HAS, the transcriptomes differ more strongly at 12 and 24 HAS, indicated by the different positions of the D and AR samples in the PCA plot at these time points (**Figure 3A**). It also indicates that the transcriptome of dormant seeds and that of seeds that progress toward germination start to deviate strongly between 7 and 12 HAS. Investigation of genes differentially expressed at the 7 HAS time point between D and AR samples could reveal potential transcriptional regulators that control these different transcriptional responses. Among the genes which are higher expressed (at a threefold cut-off) in both D MCE and D RAD at 7 HAS are 17 TF (of which 9 are of the ERF/AP2 class, for details see Data File S1). The gene annotations suggest that most of these TFs are related to (a)biotic stress responses indicating that the dormant seed prepares to cope with suboptimal environmental conditions. Similarly, we looked into genes which are higher expressed in the AR MCE and AR RAD at 7 HAS and identified nine TFs (Data File S1). These TFs may include candidates that are responsible for the different gene expression responses of D and AR seeds.

### The Dormant Endosperm Shows a Higher Relative Abundance of Stress-Related Genes

Lastly, we questioned whether we could identify gene sets that are both dormancy and seed compartment specifically expressed. 

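Within the D state, the genes on the list of 40 D specific genes had their highest mean in the MCE for 28 genes, in dry seeds for 8, and in the RAD for 4. Of the 28, 25 were highest in the MCE at 24 HAS, and all 4 of the RAD genes were highest at 24 HAS. Above 6 on the log2 scale were 8 of the listed genes in dry seeds, 5 in the D MCE at 3 HAS, 10 at 7 HAS, 10 at 12 HAS, and 26 at 24 HAS. The D RAD had 2 such genes at 3, 7, and 12 HAS each, and 7 at 24 HAS. On this list, 6 genes had every imbibed D mean below 5.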

We found very few genes (40, see **Figure 2D**) that were D specific in our data set. Many dormancy up-regulated transcripts are present in dry (and early imbibed) seeds and are not (or to a lesser degree) down-regulated in D compared to AR MCE and RAD (as discussed above). This explains why so few D specific genes were detected, which was even more obvious when we looked for genes that were both D and seed compartment specific, with only 19 and one genes found for D MCE and RAD, respectively (**Figure 2D**). Dormancy is regulated by the balance between two hormones ABA (required for dormancy induction) and GA (required for germination; Finch-Savage and Leubner-Metzger, 2006; Finkelstein et al., 2008; Bassel, 2016). 

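NCED2 (AT4G18350) had a log2 value of 4.85 in D dry seeds. In the D MCE it was at 5.32 at 3 HAS, 5.08 at 7 HAS, 6.46 at 12 HAS, and 7.77 at 24 HAS, and in the D RAD at 3.96, 3.8, 4.28 and 4.16. Over the 4 time points the D MCE was higher by a log2 fold change of 2.11 (standard error 0.102, adjusted p = 8.01e-16 from limma). GA2OX6 (AT1G02400) was at 3.93 in D dry seeds, at 4.92, 5.55, 6.03 and 7.18 in the D MCE, and at 3.82, 3.82, 3.89 and 4.42 in the D RAD. The D MCE was higher by a log2 fold change of 1.93 (standard error 0.13, adjusted p = 7.94e-13 from limma). The paper lists both genes in its D MCE set, chosen partly on these arrays. Its rule asks for a mean above 6 in the MCE and below 5 in the RAD. The selection thus favoured a higher level in the D MCE, and these p-values are no independent test of it. With each replicate number left out in turn, the difference was between 2.04 and 2.22 for NCED2 and between 1.75 and 2.08 for GA2OX6. At 3 HAS alone, the difference in GA2OX6 was 1.11 (adjusted p = 0.00141 from limma) and 0.80 without replicate 3, where the adjusted p was 0.0525. The measured change from 3 to 24 HAS differed between the MCE and the RAD for NCED2 (interaction 2.25, adjusted p = 4.98e-06 from limma) and for GA2OX6 (interaction 1.65, adjusted p = 0.00326 from limma), but every RAD mean of both genes was below 5, where a change in the RAD was not detectable, so the sizes of these differences are limited by the noise. All of these differences are limma's, without the floor of 4. With the floor, the difference over the 4 time points was 2.05 for NCED2 and 1.82 for GA2OX6, that of GA2OX6 at 3 HAS was 0.92, under 2-fold, and the interactions were 2.3 and 1.84.

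**Figure D3:**
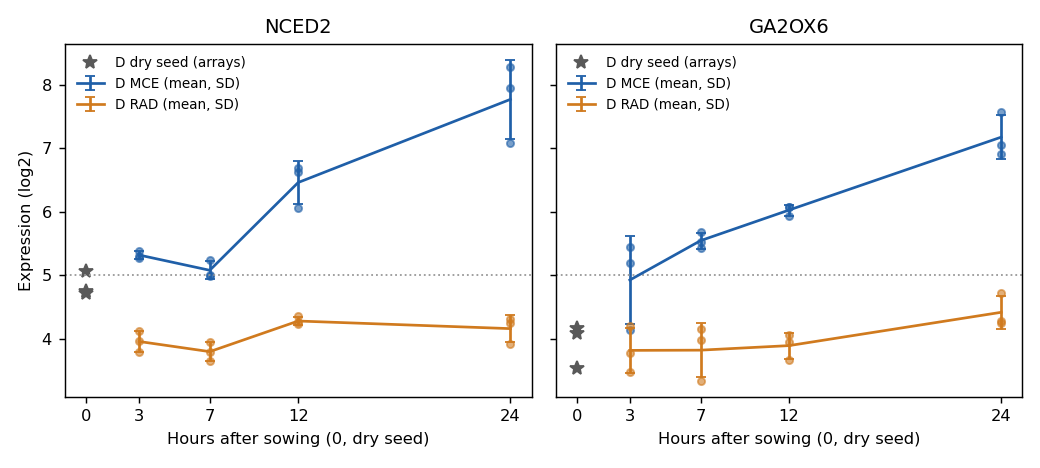
Expression (y axis, log2) of NCED2 and GA2OX6 in D dry seeds, drawn at 0, and in the D MCE and the D RAD at 3, 7, 12, and 24 hours after sowing (x axis). Points are arrays, lines join the means, error bars are the SD of 3 arrays, and the dotted line marks the threshold of 5; the D RAD means stay below it while those of the D MCE reach 7.77 and 7.18.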

Among the 19 genes in the D MCE set are a gene involved in ABA biosynthesis (*NCED2*) and another involved in GA degradation (*GA2Ox6*; Data File S1). This suggests that seed compartment specific expression of hormone metabolism genes contribute to the control of ABA/GA balance in dormant seeds.

Thus gene sets which are specific for D MCE and D RAD were identified although these were rather small. Therefore, we aimed to obtain larger gene sets which we could investigate using GO overrepresentation analysis. For this reason we employed a strategy using fold change differences to obtain gene sets that are enhanced in either D MCE or RAD at each individual time point. This resulted in larger gene sets, of which ORA identified functional classes related to abiotic and biotic stresses in the dormant endosperm (**Figure 6**). Stress related genes and proteins were previously found to be overrepresented in the endosperm of germinating *Arabidopsis* seeds and in its close relative cress (*Lepidium sativum*; Muller et al., 2010; Endo et al., 2012; Dekkers et al., 2013). Interesting in this respect, is a recent study using co-expression network analysis of *Medicago* (*Medicago truncatula*) seed maturation (Righetti et al., 2015), which revealed that biotic stress related genes were linked to seed longevity. The endosperm is the outermost living cell layer of the seed that is in contact with the environment, so the relatively higher abundance of (a)biotic stress related genes suggests a role for the endosperm in stress signaling and response. *Arabidopsis* mutants that have disturbed integrity of the testa or the cuticle layer are affected in seed germination, dormancy and longevity (Debeaujon et al., 2000; De Giorgi et al., 2015). Our results show that the expression of stress related genes is further enhanced in the endosperm of dormant compared to non-dormant seeds, the presence of which may support the survival of the dormant seed in its environment.

## Author Contributions

BD, RvB-V, and LB performed laboratory work; SP performed bioinformatic analysis and made the web tool; BD and SP analyzed data; BD, SP, and LB wrote the paper; MH and LB supervised the project; all authors contributed to the design of this study and all authors read, commented on and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dormant and after-Ripened Arabidopsis thaliana Seeds are Distinguished by Early Transcriptional Differences in the Imbibed State
**Source:** Front Plant Sci. 2016 Aug 30;7:1323. doi: 10.3389/fpls.2016.01323
**Supplement:** Supplementary file 1

**Supplemental Figures S1-S5 and Table S1 with the Dekkers BJW, Pearce SP et al. paper concerning the transcriptome analysis in D and AR seeds in spatial and temporal detail.**

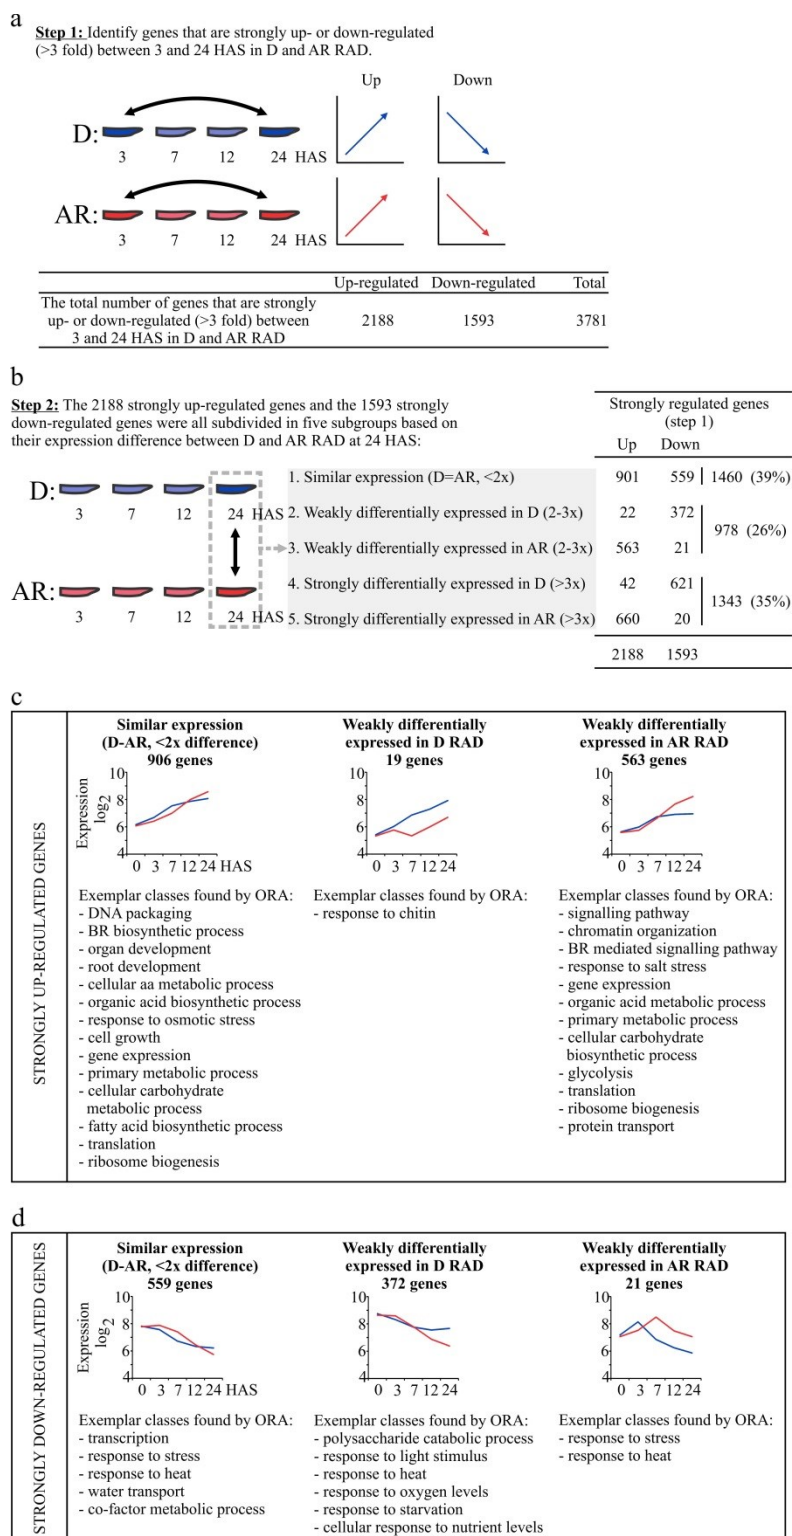

**Figure S1. Analysis of strongly regulated genes in D and AR RAD using a two-step approach.**

**(a)** Explanation of the first step to analyse the strongly regulated genes upon rehydration. Underneath the total numbers of strongly up- or down-regulated genes detected between 3 and 24 HAS in the RAD are indicated. **(b)** Shows the second step. In this way we tested whether these strongly regulated genes (identified in step 1) become differentially expressed between D and AR RAD at the last time point (i.e. the comparison D RAD 24 HAS vs AR RAD 24 HAS). Based on this analysis both groups (the 2188 up-regulated and the 1593 down-regulated genes) were further subdivided in five classes. **(c)** Depicts the 2188 strongly up-regulated genes and **(d)** of the 1593 strongly down-regulated genes, those that get similarly expressed and weakly up-regulated between D and AR RAD at the last time point (24 HAS) (step 2). For these classes, expression profiles and exemplar GO classes found by overrepresentation analysis are shown. The expression profiles were obtained by averaging the log<sub>2</sub> expression values of all genes in each particular set over all time points where time point 0 means the dry seed stage. The blue (red) lines indicate the averaged expression in the D (AR) samples. Genes that become strongly differentially expressed in the D or AR MCE are depicted in Figure S2.

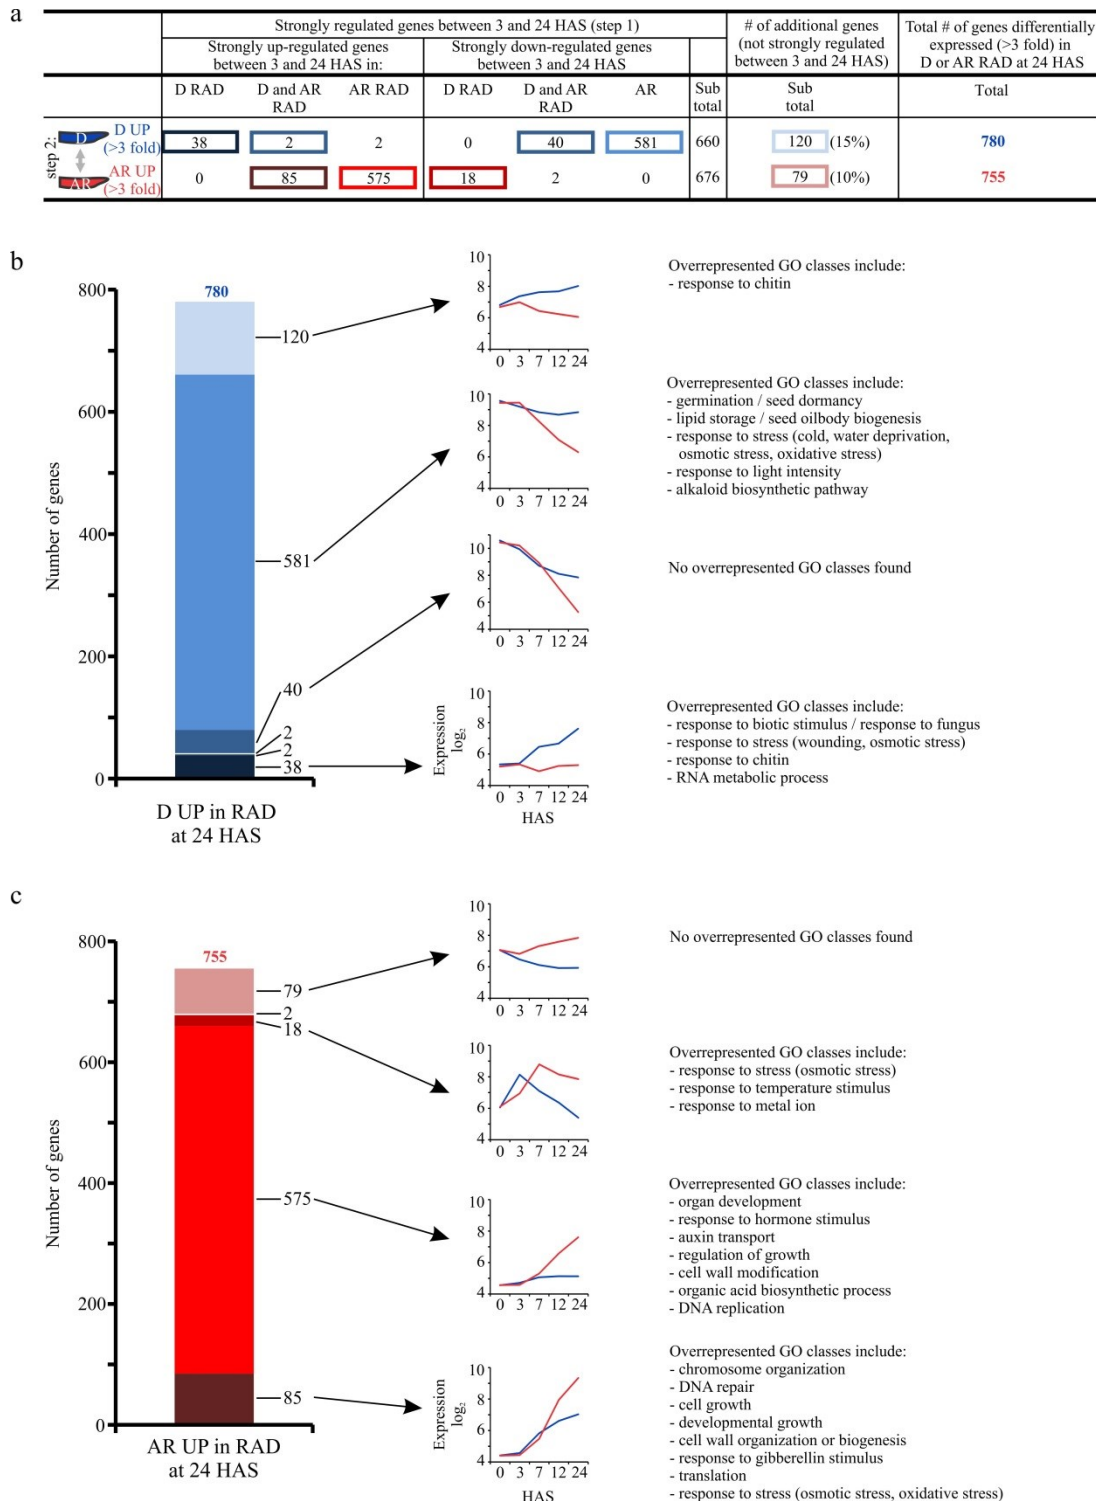

**Figure S2. Analysis of gene expression profiles that contribute to differential gene expression between D and AR RAD at 24 HAS.** (a) In total 780 genes are differentially expressed in the D RAD and 755 genes in the AR RAD at 24 HAS using a 3 fold cut-off. The table shows the expression profiles between 3 and 24 HAS in D and AR RAD that contribute to the differential expression between D and AR RAD at 24 HAS. The strongly up- and down-regulated genes (step 1) are further subdivided in those that are strongly regulated in the D RAD, D and AR RAD and AR RAD between 3 and 24 HAS. (b) The graph depicts the 780 genes of the D set (D up-regulated vs AR at 24 HAS in the RAD). Of the four largest groups the expression profiles and exemplar GO classes found by overrepresentation analysis are shown. (c) The graph depicts the 755 genes of the AR set (AR up-regulated vs D at 24 HAS in the RAD). Of the different groups expression profiles and exemplar GO classes found by overrepresentation analysis are shown. The expression profiles were obtained by averaging the log<sub>2</sub> expression values of all genes in each particular set over all time points where time point 0 means the dry seed stage. The blue (red) lines indicate the averaged expression in the D (AR) samples. The selection presented in (a) is not mutually exclusive, seven genes are both strongly up-regulated in one state and strongly down-regulated in the other and were therefore counted twice, leading to the row subtotals deviating slightly from the total.

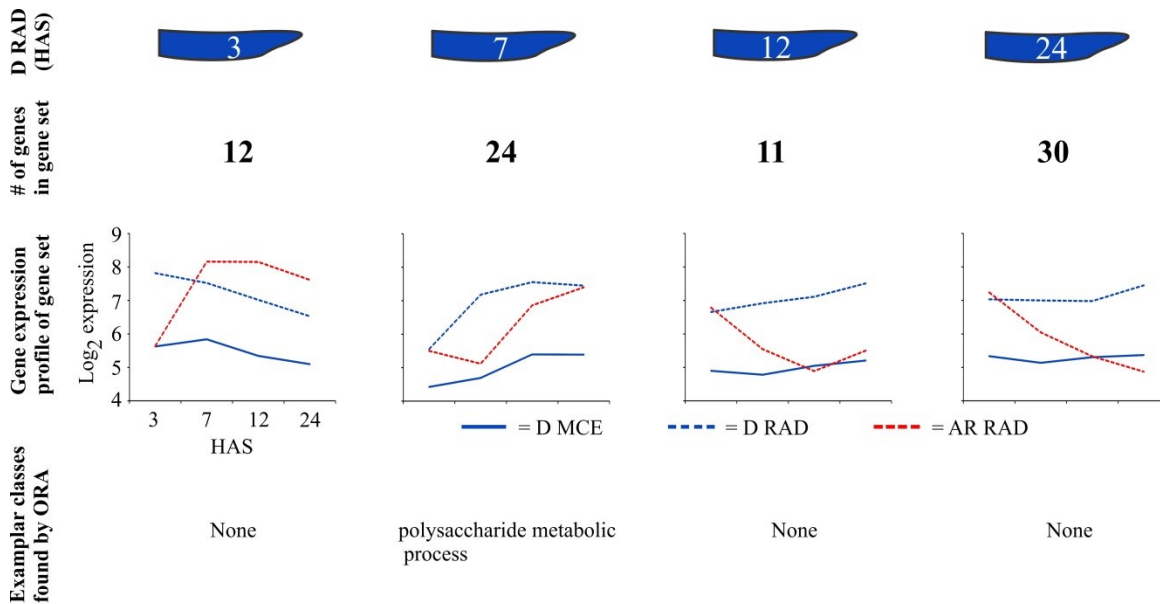

**Figure S3. Identification and analysis of gene sets that are differentially expressed in the D RAD.** We used fold change differences to obtain gene sets that are enhanced in the D RAD at each individual time point. The genes selected are at least three fold higher expressed in the D compared to the AR state and three fold higher expressed in the RAD compared to the MCE. The gene sets identified in the D RAD at 3, 7, 12 and 24 HAS, ranged from 11 to 30 genes in size. Underneath the mean log<sub>2</sub> expression of each gene set is plotted in the D MCE (blue solid line), D RAD (blue dashed line) and the AR RAD (red dashed line). Under the graphs exemplar GO classes, found using ORA analysis, are indicated.

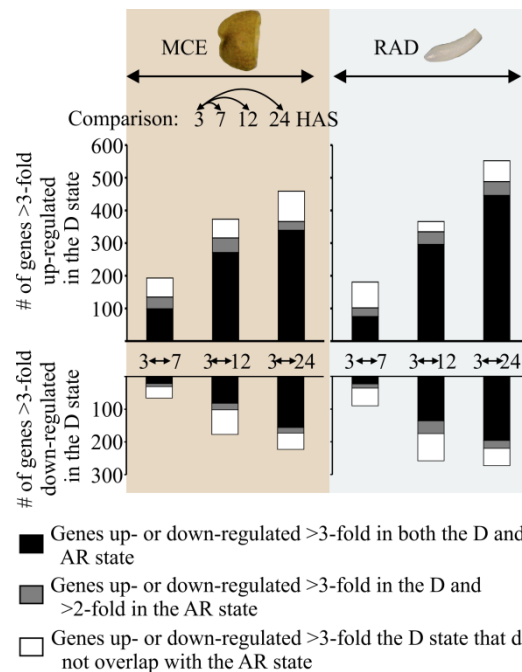

**Figure S4. Genes that are differentially expressed in D samples largely overlap with genes that are differentially expressed in AR samples.** The numbers of genes that are differentially expressed over 3-fold in the D MCE and RAD at successive time points (from 3-7, 3-12 and 3-24 HAS). Indicated are the number of genes that are also differentially expressed over three fold (in black) or over two fold (in grey) in AR samples. In white the number of genes that are not differentially expressed in the AR samples are shown.

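Measured from 3 HAS, the number of genes changed 3-fold by 12 HAS was 558 in the D MCE (377 increased and 181 decreased) and 631 in the D RAD (366 increased and 265 decreased). The share that increased in the RAD depended on the scaling, since centring each array on the median of its expressed genes gave 457 increased and 200 decreased genes there. At a 2-fold threshold, 752 genes increased and 363 decreased in the D MCE by 7 HAS, 1206 and 728 by 12 HAS, and 1372 and 782 by 24 HAS. By 7 HAS, 715 genes increased and 592 decreased in the D RAD. The numbers there were 1218 and 1107 by 12 HAS and 1567 and 1028 by 24 HAS. The balance at 2-fold depended on the scaling too. Quantile normalization applied again gave 624 increased and 460 decreased genes in the D MCE by 7 HAS, and 1191 and 917 by 24 HAS. Centring moved these the other way, to 801 and 342 and to 1475 and 701. In the D RAD by 12 HAS, centring gave 1468 and 871, and quantile normalization 1206 and 1107.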

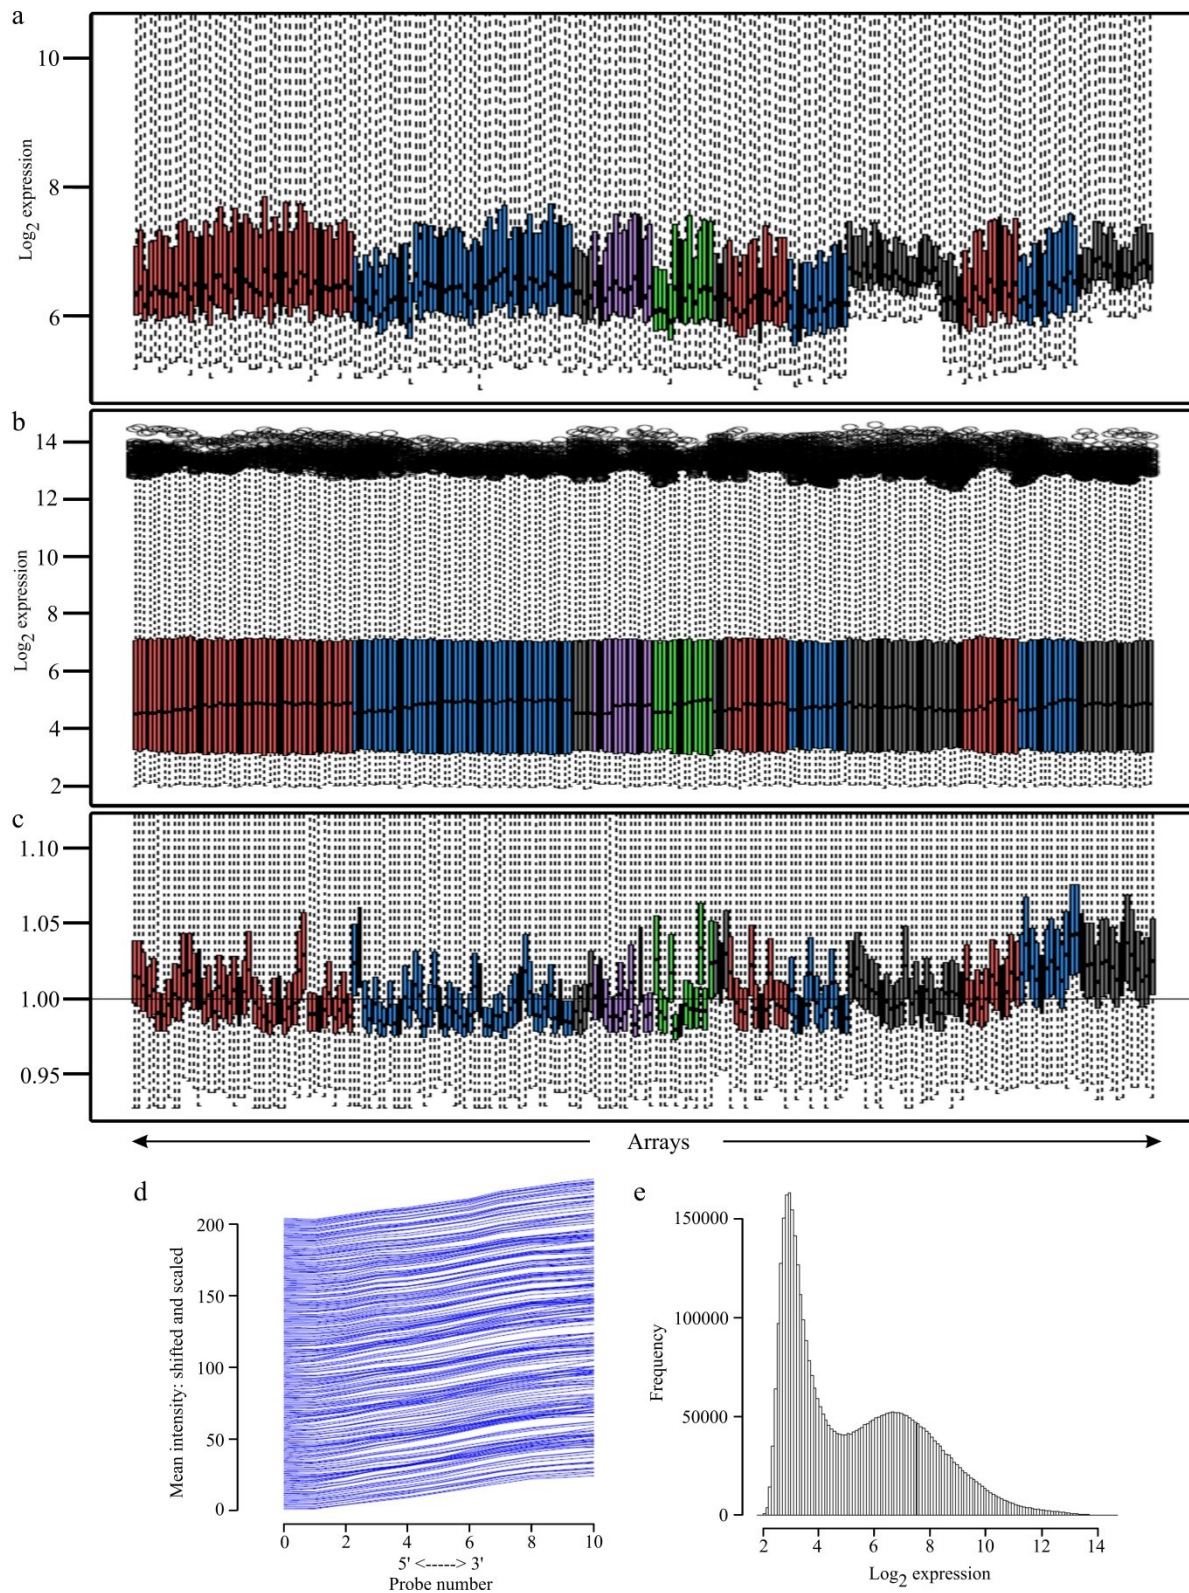

**Figure S5. Microarray quality assessment.** The data distributions before (a) and after normalization (b). After RMA normalization (Irizarry et al., 2003) the data distributions become comparable, although lower median values are found for the dry and shortly imbibed seeds, which are samples that were isolated from metabolically less active material. (c) Shows the Normalized Unscaled Standard Error (NUSE) of all arrays (d) RNA degradation plot shows comparable slopes for all arrays. (e) The histogram of the normalized data shows separated peaks for noise and signal, and the plot indicates a value of five (on a  $\text{log}_2$  scale) as being potentially expressed.

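Among the D arrays, the median log2 value over all genes was 4.601 ± 0.0088 (SD, n = 3) in dry seeds. It was 4.67 ± 0.019 (SD, n = 3) in the MCE at 3 HAS and 4.859 ± 0.0245 (SD, n = 9) in the MCE at 7, 12, and 24 HAS. In the RAD it was 4.65 ± 0.0097 (SD, n = 3) at 3 HAS and 4.77 ± 0.0465 (SD, n = 9) at the later time points. In both compartments every array at 3 HAS had a lower median than every later array (exact two-sided permutation test, p = 0.0091, the smallest p that 3 arrays against 9 allow). With the mean of all genes in place of the median, the difference was -0.021 in the MCE (exact permutation test, p = 0.0091) and -0.016 in the RAD (exact permutation test, p = 0.0636). The values of each array formed a noise peak and a signal peak. Counted in bins 0.25 wide, the noise peak had its fullest bin starting between 2.75 and 3.0, and the signal peak between 6.25 and 7.25. The emptiest bin between the peaks started at 4.75 on the median array, with a range over the arrays from 4.5 to 5.5. It held between 433 and 539 genes, against 1728 to 2147 in the fullest noise bin.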

**Table S1. Comparisons with other seed transcriptome datasets.** Several comparisons were made between our Cvi data set and various previously published data sets to investigate the overlap in differentially expressed found. In the first comparison it was investigated how many genes overlap with a dormancy and after-ripening gene list identified by Cadman et al. (2006). In the second comparison we identified genes that were either higher or lower expressed (using a 3-fold cut-off) between 3 and 24 HAS in the AR MCE (and RAD) in Cvi and investigated how many overlap in a similar comparison using the Col-0 germination data from Dekkers et al. (2013).

|                                    | # of genes<br>in list <sup>1</sup>                           | # genes that overlap<br>with the Cvi data set <sup>2</sup>                                            |
|------------------------------------|--------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Cadman et al. (2006)               |                                                              |                                                                                                       |
| Dormancy list                      | 432                                                          | <b>351 (81.3%)</b>                                                                                    |
| After-ripening list                | 751                                                          | <b>557 (74.2%)</b>                                                                                    |
|                                    | # of differentially<br>expressed genes<br>comparing 24>3 HAS | # genes of the Col-0 data set<br>(MCE or RAD 25N>MCE or RAD 3,<br>Dekkers et al., 2013) which overlap |
| Cvi data set (this work)           |                                                              |                                                                                                       |
| UP between 3-24 HAS<br>in AR MCE   | 1772                                                         | <b>1268 (71.6%)</b>                                                                                   |
| UP between 3-24 HAS<br>in AR RAD   | 2082                                                         | <b>1608 (77.2%)</b>                                                                                   |
|                                    | # of differentially<br>expressed genes<br>comparing 3>24 HAS | # genes of the Col-0 data set<br>(MCE or RAD3>MCE or RAD 25N,<br>Dekkers et al., 2013) which overlap  |
| Cvi data set (this work)           |                                                              |                                                                                                       |
| DOWN between 3-24<br>HAS in AR MCE | 1238                                                         | <b>870 (70.3%)</b>                                                                                    |
| DOWN between 3-24<br>HAS in AR RAD | 1517                                                         | <b>1203 (79.3%)</b>                                                                                   |

<sup>1</sup> The number of genes from the Cadman et al. (2006) lists were used after removing any not present on our CustomCDF.

<sup>2</sup> The numbers were calculated using a 2-fold difference comparing D MCE 24>AR MCE 24 HAS and D RAD 24>AR RAD 24 HAS lists (and vice versa for AR).

How the deposited data were processed for this re-analysis (not part of the article)

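The samples analysed were the 9 samples of D seeds of accession Cvi: dry seeds, and the MCE and the RAD dissected from seeds at 3, 7, 12, and 24 HAS, with 3 replicate arrays each. Each array was an Affymetrix ATH1 gene chip hybridized with RNA of 1 sample. All 27 columns of the deposited table belong to these samples. No other samples were analysed here, and no statement that needs other samples was computed.

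The authors made the deposited log2 values by RMA, with background correction, quantile normalization and median polish, over these chips and further chips together, using a custom chip definition file with 1 value per gene, and removed the control probes. The deposited log2 values were used as they are. The table holds 21313 genes. Columns of dry seeds and of the MCE at 3 and 7 HAS carry up to 7 decimals, and the other columns up to 9. The symbols of genes were taken from a reference table of assembly TAIR10.1, used for names only, which matched 21205 of the 21313 genes; a gene without a symbol there keeps its identifier.

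Following the methods of the paper, a gene was expressed in a sample when the mean of its 3 arrays was above 5 (log2). It was specific to a sample group when its mean was above 6 in at least 1 sample of that group and below 5 in every sample of the other. For differences, group means below 4 were raised to 4, and the difference had to reach the log2 of 3 (or of 2, where stated). Printed log2 fold changes are limma's, without this floor, unless the floor is named. The test was limma (lmFit, contrasts.fit and eBayes) on all 27 arrays in 9 groups, with Benjamini-Hochberg adjustment over all genes within each comparison and an adjusted p under 0.05. The fit had 18 residual degrees of freedom and a prior of 7.246. All comparisons of consecutive time points, of 3 HAS with later time points, of the MCE with the RAD, of dry seeds with 3 HAS, and the interaction of compartment with the change from 3 to 24 HAS came from this fit. The methods of the paper name a t-test with a threshold of 0.05, without its form; the methods' t-test was run as an alternative, on the 6 arrays of the groups compared, in the equal-variance form and in Welch's form.

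The genes named are those the paper names (XTR8, NCED2, GA2OX6 and DOG1) and, by size of the difference of means after the floor, the 3 largest increases and the 3 largest decreases between 3 and 24 HAS in each compartment and between the MCE and the RAD at 24 HAS, and the 2 largest of each direction for the intervals 7 to 12 and 12 to 24 HAS and for dry seeds to 3 HAS. Each had to be past the threshold, with all 3 arrays of 1 group above all 3 of the other.

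The scripts were tested on simulated data. With 200 of 21313 genes changed by 2 on the log2 scale between 7 and 12 HAS in the MCE, limma recovered 197 of them (98.5%) and called 0 other genes, and so did the methods' t-test, which after Benjamini-Hochberg adjustment recovered 147 (73.5%). The 200 genes were drawn from genes well above 5 at 7 HAS, so recovery of genes near the noise was not tested. Each gene had the same simulated spread in every sample, which is what the limma fit assumes.

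Principal component analysis was run on all genes, centred and not scaled. Distances between samples were taken over all components. For array medians, an exact two-sided permutation test compared the 3 arrays at 3 HAS with the 9 later arrays of the same compartment. The alternatives tried were other tests and variance models, the groups compared alone, the replicate number as a block, other floors, a filter on dim genes, other scalings, other thresholds of expression, medians in place of means, the spread between arrays taken out of distances (chosen after seeing the data), and the omission of each array or replicate number in turn.

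The paper's labels number the replicates 1 to 3 in each sample, without saying what a number shares. Over the 36 pairs of samples, the correlation across genes of the deviations of same-numbered arrays from their sample means was over 0.1 for every number in 2 pairs, the D MCE at 7 and 12 HAS (lowest 0.21) and the D MCE at 12 and 24 HAS (lowest 0.211). For these the numbers pair the arrays by this rule; the main fit has no block, and a block over all samples and a block within each compartment were run as alternatives, the latter chosen after seeing the data. The number of arrays and the noise of the chip below about 5 (log2) limit the precision of the values.

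Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.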

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

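The exchange of equal numbers of arrays between the compartments, and the division of the dry seed genes into those that moved the same way in both compartments and the rest, are tests chosen after the results were seen.

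The change from 3 to 24 HAS differed between the D MCE and the D RAD by at least 3-fold for 296 genes in limma's interaction test, 173 with the higher change in the MCE and 123 with the higher change in the RAD. It stands here because the effect of time differed between the compartments. Few of these genes moved in opposite directions: 6 changed at least 2-fold in opposite ways, and 86 had changes of opposite sign. In the planned test, arrays were exchanged at random between the compartments within each time point, and 10 of 100 splits, the real one included, gave as many genes, with up to 1919 genes in 1 of them. This test does not exclude a grouping by chance. An exchange of unequal numbers at the 2 time points carries the constant difference between the compartments into the interaction. With equal numbers exchanged at both time points, 1 of 82 splits gave as many genes, the real one, and the highest count among the others was 0. Because this restriction was chosen after the planned draw was seen, it does not replace it. A technical explanation is that the level of a gene near the noise hides its change in 1 compartment. In the compartment that changed less, 156 of the 296 genes (52.7%) had means below 5 at both 3 and 24 HAS, as this explanation needs. No share among other genes was computed for comparison, so this share does not show that the noise hid a change. For the 156 genes a change below the noise and no expression cannot be separated. The explanation leaves 140 genes, of which 86 (29.1% of the 296) had means above 5 in all 4 groups and 54 did not. The tissue difference itself, and the RNA isolation method that goes with it, stay open and were not tested on the interaction. With each array left out in turn, the count was between 280 and 351.

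Between D dry seeds and 3 HAS, 722 genes changed 3-fold in the D MCE (435 higher and 287 lower) and 503 in the D RAD (251 higher and 252 lower). These stand here because the text of the paper, which compares dry seeds with the compartments by the number of expressed genes and in its principal component analysis, gives no number of genes changed between dry seeds and 3 HAS. With each array left out in turn, the counts were between 712 and 760 and between 457 and 595. For both, 1 of 10 splits of the 6 arrays gave as many genes, the real one; with 3 arrays against 3 the share cannot go below 0.1, so that a grouping by chance cannot be excluded this way. The largest increases were TCH4 (AT5G57560), with a log2 difference of 6.51 against the floor of 4, and AT3G19680, with 6.23, in the MCE, and AT4G10270, with 7.05, and AT3G19680, with 6.28, in the RAD. The largest decreases were SEN1 (AT4G35770, -4.16) and AT1G68240 (-4.02) in the MCE and MLP31 (AT1G70840, -7.64 against the floor of 4) and AT1G14940 (-7.44) in the RAD. The lower of the compared means was below 5 for TCH4, AT3G19680, AT4G10270, SEN1, MLP31 and AT1G14940, so that the noise limits the size of these changes. MLP31 and AT1G14940 were also among the genes with the largest excess in the MCE over the RAD at 24 HAS, and AT1G68240 among those with the largest excess in the RAD. A technical explanation is that whole dry seeds contain the MCE and the RAD in other shares than the dissected samples, so that the composition of the sample changes without any change in expression. In a mixture of the MCE and the RAD alone a gene would move in opposite ways in the 2 compartments. Of the genes past the threshold in both, 196 moved the same way (135 higher and 61 lower) and 30 in opposite ways, which argues against such a mixture for the 196. Dry seeds also hold other parts, which were not measured and could move a gene the same way in both compartments, so that these parts stay open as a source. No gene was past the threshold in both compartments in 50 simulations of unchanged samples set against the same dry seed arrays. Of the remaining 803 genes, 29.4% had opposite signs in the MCE and the RAD. For these, sample composition and a change in expression cannot be told apart, because the other parts of the seed were not measured. Dissection was done on imbibed seeds only, so that its effect and that of imbibition cannot be separated in any of these genes. RNA of dry seeds and of the MCE was isolated by the hot borate method, and RNA of the RAD with a kit. The changes from dry seeds to the RAD therefore also join 2 isolation methods, while those to the MCE do not. This limits the comparison of the 2 counts. Of the 135 genes that rose in both compartments, 32 fell 3-fold again between 3 and 24 HAS in the MCE and 35 in the RAD, while 11 and 9 rose a further 3-fold. Of the 61 that fell in both, 0 and 5 rose again and 6 and 8 fell further. These comparisons share the 3 HAS arrays with the first.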

How the results depend on the processing

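The main settings and alternatives were fixed before the data were examined, except for 2 alternatives chosen after seeing the data: the replicate block within each compartment, and distances with the spread between arrays taken out. Over 118 results, 544 of 560 values under an alternative and 407 of 423 values with arrays left out stayed within their limit. The limit was the same side of the threshold for tests and 1.5 times the main count for counts. For the ratios of distances it was the SD of the values with each replicate number left out. Of these ratios, 9 of 16 values under an alternative and 6 of 12 with a replicate number left out were outside it. The exceptions follow; unless stated, the cause was not tested.

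With the methods' t-test and Benjamini-Hochberg adjustment, the counts of genes changed 3-fold were 0 between 7 and 12 HAS and 0 between 12 and 24 HAS in the D MCE, and 0 and 0 in the D RAD. At an unadjusted p under 0.05 the same t-test gave 47, 51, 27 and 30, its Welch's form 44, 40, 27 and 30, limma 57, 55, 28 and 32, and limma with adjustment 56, 53, 27 and 31. The adjusted t-test also gave 602 genes changed 2-fold between 3 and 7 HAS in the D MCE, against 1115 with limma. For the interaction the methods' t-test is not defined and was not run. The other counts of changed genes stayed within 1.5 times the main count under every alternative. Centring each array on the median of its expressed genes moved the increases and decreases between 3 and 12 HAS in the D RAD from 366 and 265 to 457 and 200.

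Without D MCE 12 HAS replicate 1 the count between 7 and 12 HAS in the D MCE was 94 and without replicate 3 it was 32, the ends of its range. Without D MCE 24 HAS replicate 1 the count between 12 and 24 HAS was 100 and without replicate 3 it was 35. Both stayed below the lowest count between 3 and 7 HAS with an array left out, 233. In the D RAD the counts were between 22 and 40 for 7 to 12 HAS, between 26 and 45 for 12 to 24 HAS, and between 231 and 321 for 3 to 7 HAS.

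With the replicate number as a block, 57 genes changed 3-fold between 7 and 12 HAS and 53 between 12 and 24 HAS in the D MCE, and 28 and 31 in the D RAD. For the other counts the block gave 259 and 273 genes between 3 and 7 HAS, 558 and 631 between 3 and 12 HAS, 701 and 842 between 3 and 24 HAS, and 296 for the interaction. Because the arrays were paired in the D MCE alone, a block shared by all samples cannot take out that effect. With the replicate block within each compartment, chosen after seeing the data, the counts were 57 and 54 in the D MCE and 28 and 31 in the D RAD for the same intervals, and 298 for the interaction. In the comparisons where it was run, neither block moved a count of calls by more than 1.5 times or changed a call of a named gene. The block within each compartment was not run for the MCE against the RAD or for dry seeds against 3 HAS.

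Counting dry seeds in both compartments left 172 of 275 genes above 6 in the D MCE and below 5 in the D RAD, by construction of a stricter rule. All 65 alternative counts of expressed genes stayed within 1.5 times, a wide limit for counts of this size. Quantile normalization applied again gives every array the same distribution, so that by construction the number hardly differs between samples (10115 genes in dry seeds, 10120 to 10174 in the D MCE, 10144 to 10160 in the D RAD), and it tests nothing about the rise over time. The difference in mean log2 value in place of the median was -0.016 in the RAD (exact permutation test, p = 0.0636).

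Relative to the step from 3 to 7 HAS, the distances between samples after scaling to unit variance were 0.742 and 0.643 in the MCE and 0.694 and 0.816 in the RAD, for 7 to 12 and 12 to 24 HAS. With the spread between arrays taken out they were 0.623 and 0.476, and 0.477 and 0.58. With genes above 5 in at least 1 D sample the first ratio in the RAD was 0.524. Leaving out each replicate number gave 0.675 to 0.728 and 0.547 to 0.641 in the MCE, and 0.569 to 0.587 and 0.614 to 0.704 in the RAD. All of these ratios were below 1. The analysis of 1 compartment alone leaves distances over all components as they are by construction, so it tests nothing.

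Of 68 results for named genes, none changed its side of the threshold under quantile normalization or the block. Without replicate 3 XTH24 (log2 fold change 2.59) was no longer past the threshold between 12 and 24 HAS in the D MCE, without replicate 2 AT1G22810 (2.85) there and CP1 (2.58) between 7 and 12 HAS in the D RAD, and without replicate 3 GA2OX6 (0.80) between the MCE and the RAD at 3 HAS. XTR8, below the noise throughout, had a change between 3 and 24 HAS in the D MCE from -0.44 without replicate 1, where its adjusted p in limma passed the threshold, to 0.07 without replicate 3. Signal over background limits such genes: at means below 5 a change or its absence was not detectable.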

Differences from the paper's values

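No test in this part was chosen after the result was seen. None of the values that the paper states for the D samples differed from the value found here by more than 1.5 times. Of 20 counts of changed genes in the text and in Data File S1, the main setting gave 2 equal and 14 within 5%, with a median difference of 3.17%. The largest ratios were those of the D MCE between 12 and 24 HAS, 53 genes against the paper's 40, and between 7 and 12 HAS, 56 against the paper's 45. The methods' t-test in its equal-variance form gave 3 equal counts, and 51 and 47 genes for these intervals. In Welch's form it gave 16 of the 20 counts equal to the paper's, among them 40 between 12 and 24 HAS and the up and down counts at 2-fold, and the largest difference was 4 genes. This names the setting under which the counts fall on the paper's, since the paper's text does not name the form of the test. With Benjamini-Hochberg adjustment of the methods' t-test, 6 of the 20 counts differed by more than 1.5 times.

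The deposited table holds 21313 genes, against the paper's 21315, and 11817 genes were expressed in at least 1 D sample, against the paper's 11820.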

Other observations

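The test of columns with different decimals, and the look at larger lists in the test of RNA carried over at dissection, were chosen after the results were seen.

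Each of the comparisons of 3 arrays with 3 arrays was set against the other splits of the same 6 arrays. For the intervals 3 to 7, 7 to 12, 12 to 24, 3 to 12, and 3 to 24 HAS in each compartment, and for the MCE against the RAD at each of the 4 time points, 1 of 10 splits gave as many genes, the real one. The highest count among the other splits was 4, between 7 and 12 HAS in the D MCE. With 10 splits the share cannot go below 0.1, so that a grouping by chance cannot be excluded by this test. In the 2 intervals of the D MCE whose replicate numbers pair the arrays, the 3 other splits that part every pair gave 0 genes.

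Genes that changed 3-fold between 3 and 24 HAS overlapped between the D compartments: 210 increased and 128 decreased in both, out of 1204 that changed in either, and 1 increased in the MCE and decreased in the RAD. Of the 701 genes changed in the MCE, 489 moved at least 2-fold the same way in the RAD, and of the 842 changed in the RAD, 584 did so in the MCE.

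DOG1 (AT5G45830) was at 7.54 ± 0.0657 (log2, SD, n = 3) in D dry seeds. It fell in the D MCE from 6.48 at 3 HAS to 5.66, 4.96 and 4.06 at 7, 12, and 24 HAS, a log2 fold change of -2.42 (adjusted p = 3.77e-10 from limma), and in the D RAD from 7.32 to 7.07, 6.49 and 5.41, a log2 fold change of -1.91 (adjusted p = 1.53e-08 from limma). The interaction of compartment and time was -0.51 (adjusted p = 0.281 from limma), and between -0.96 and -0.13 with each replicate number left out. In the MCE the means at 12 and 24 HAS were below 5, where the noise limits the fall that can be measured, so this test does not decide whether the fall differed between the compartments. With each replicate number left out in turn, the change was between -2.70 and -2.26 in the MCE and between -2.17 and -1.74 in the RAD.

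In the D MCE, arrays with the same replicate number deviated together from their sample means between 7 and 12 HAS and between 12 and 24 HAS. Between 7 and 24 HAS they did so for replicates 1 and 3 (correlations 0.462 and 0.533) and not for replicate 2 (0.053). A candidate explanation is that the replicates differed in how far they had moved along the time course. Taking replicate 1 minus replicate 3, genes that rose 3-fold from 3 to 24 HAS in the RAD had a median deviation of -0.047, outside the range of the middle 95% of random lists matched on mean expression (-0.014 to 0.054), and genes that fell had 0.063 (range of random lists -0.052 to 0.052), in opposite directions as this explanation needs. A difference in signal level left by the normalization would make the deviation follow the mean level of a gene; the Spearman correlation across genes was -0.043, which argues against it. Embryo RNA carried over at dissection stays open: the 10 genes at least 10-fold higher in the RAD at 3 HAS had a median deviation of -0.006 (range of random lists -0.25 to 0.269), too few genes to decide. The larger list of 242 genes at least 3-fold higher in the RAD had 0.024 (range of random lists -0.039 to 0.072), and the 412 genes higher in the MCE -0.037 (range of random lists -0.022 to 0.059). A difference between seed batches or days was not tested, since the labels give none.

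RNA of the RAD was isolated with a kit, and RNA of the MCE and of dry seeds by a method based on a hot borate protocol. If the isolation method alone made the differences between the compartments, and imbibition left these genes unchanged, dry seeds would lie with the MCE. On a scale with the MCE at 0 and the RAD at 1 at 3 HAS, dry seeds had a median position of 0.618 over the 412 genes higher in the MCE. Over the 242 genes higher in the RAD it was 0.661. Of these genes, 61.2% and 63.2% lay past the midpoint, nearer to the RAD. Under that condition, the medians argue against the method as the sole cause of these genes taken as a set. Dry seeds are whole and were not imbibed, so tissue and imbibition also move this position, and the share of the method is not decided. A part of these genes may still come from the isolation method: 25% of the genes higher in the MCE had positions below 0.352.

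The change between 7 and 12 HAS in the D MCE joins columns with up to 7 decimals and columns with up to 9. So do the changes from 3 to 12 and from 3 to 24 HAS in the D MCE, and the interaction. The MCE against the RAD at 3 and 7 HAS, and dry seeds against the RAD at 3 HAS, also join them. Only the step from 7 to 12 HAS was tested. Had the columns been normalized apart, the median difference over all genes would be larger across that step. It was -0.0034 from 7 to 12 HAS and -0.0186 from 12 to 24 HAS, a difference in size of -0.0152, with a spread between array medians of 0.0222. No value lay beyond this spread, so that a separate normalization stays open for all of these comparisons.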
